# Transcriptomic Analysis of *Paulownia* Infected by Paulownia Witches'-Broom *Phytoplasma*

**DOI:** 10.1371/journal.pone.0077217

**Published:** 2013-10-10

**Authors:** Hai-Qing Mou, Jie Lu, Shui-Fang Zhu, Cai-Li Lin, Guo-Zhong Tian, Xia Xu, Wen-Jun Zhao

## Abstract

Phytoplasmas are plant pathogenic bacteria that have no cell wall and are responsible for major crop losses throughout the world. *Phytoplasma*-infected plants show a variety of symptoms and the mechanisms they use to physiologically alter the host plants are of considerable interest, but poorly understood. In this study we undertook a detailed analysis of Paulownia infected by Paulownia witches’-broom (PaWB) *Phytoplasma* using high-throughput mRNA sequencing (RNA-Seq) and digital gene expression (DGE). RNA-Seq analysis identified 74,831 unigenes, which were subsequently used as reference sequences for DGE analysis of diseased and healthy Paulownia in field grown and tissue cultured plants. Our study revealed that dramatic changes occurred in the gene expression profile of Paulownia after PaWB *Phytoplasma* infection. Genes encoding key enzymes in cytokinin biosynthesis, such as isopentenyl diphosphate isomerase and isopentenyltransferase, were significantly induced in the infected Paulownia. Genes involved in cell wall biosynthesis and degradation were largely up-regulated and genes related to photosynthesis were down-regulated after PaWB *Phytoplasma* infection. Our systematic analysis provides comprehensive transcriptomic data about plants infected by *Phytoplasma*. This information will help further our understanding of the detailed interaction mechanisms between plants and *Phytoplasma*.

## Introduction

Phytoplasmas are specialized obligate bacteria at the phloem tissue of plant and are transmitted by insect vectors [1].. Over 700 plant diseases worldwide are associated with *Phytoplasma*, which have had a devastating effect on agricultural production [2,3]. For example, at least 50% of Florida’s estimated coconut palms and over 80% of Jamaica’s coconut palms have been killed by coconut lethal yellowing *Phytoplasma* during the last three decades [4]. 

Plants infected with *Phytoplasma* develop disease symptoms, such as witches’-broom, yellowing or reddening of leaves, short internodes, stunting and decline, phyllody, virescence, sterile flowers and necrosis [5]. The pathogenic mechanisms used by *Phytoplasma* are complex and interesting, but are largely unknown. Recently, it was reported that the expression levels of *PFG*, *PhGLO1* and *FBP7* genes, which are homeotic genes required for tissue development, were significantly down-regulated in the floral tissues of petunia (except the stamens) after *Phytoplasma* infection [6]. It has also been shown that ‘Bois noir’ *Phytoplasma* interacted with carbohydrate metabolism and down-regulated several photosynthetic genes in infected grapes, whereas defense genes, such as flavonoid metabolism-related and some pathogenesis related (PR) genes, were significantly up-regulated [7]. In Chardonnay grapes infected by ‘Bois noir’ *Phytoplasma*, serious inhibition of the whole photosynthetic chain and photosystem I activity, Calvin-cycle enzyme transcription, lipid metabolism and phenylpropanoid biosynthesis was observed. Moreover, the genes responsible for cell wall degradation were repressed in Chardonnay and Manzoni grape cultivars infected by ‘Bois noir’ *Phytoplasma*, whereas the genes involved in cell wall reinforcement were induced [8]. These studies have broadened our understanding of *Phytoplasma* pathogenesis and host defenses, but the physiological, biochemical and molecular mechanisms underlying disease symptom development are still poorly understood, because the inability of culturing phytoplasmas.

Paulownia witches’-broom (PaWB) *Phytoplasma* is the causative agent of paulownia (*Paulownia fortunei* (Seem.) Hemsl. x *P. tomentosa* (Thunb.) Steud.) witches’-broom disease. The typical symptoms of infected paulownia trees are proliferation of branches with very small yellowish leaves, followed by the dieback of branches, and then finally the tree dies; besides the symptoms consist of malformed flower buds with abnormally elongated calyxes. PaWB *Phytoplasma* is transmitted by leafhoppers (*Cicadella viridius*) as well as two types of stink bugs (*Halyomorpha mista* and *H. picus*), which has meant that the disease has spread throughout paulownia growing regions worldwide and has caused considerable damage to paulownia growth and wood production [9]. Understanding the responses of host plants to *Phytoplasma* infection is very important for developing efficient methods to control *Phytoplasma* diseases. In this study, we conducted a transcriptomic analysis of the paulownia plant responses to PaWB *Phytoplasma* infection using an RNA-Seq approach coupled with digital gene expression (DGE) analysis. After RNA-Seq analysis, over two billion bases of high-quality DNA sequences were generated using the Illumina HiSeq™ 2000 platform and 74,831 paulownia unigenes were finally obtained after sequence assembly. Furthermore, four DGE libraries (from two diseased samples and two healthy samples) were constructed in order to study the gene expression changes in paulownia after PaWB *Phytoplasma* infection. Our study investigated the genome-wide gene expression changes in paulownia after PaWB *Phytoplasma* infection and the results provide comprehensive information that improves our understanding of plant–*Phytoplasma* interactions.

## Materials and Methods

### Ethics statement

The paulownia plants in the field were grown in our institute, and our study had been permitted by our institute. Paulownia is the common tree species in China, and the paulownia withches’-broom disease is occurred widespread in north of China. Besides, the amount of sample collected from paulownia in the field was little; only one branch from each tree was collected. Therefore our field studies did not involve endangered or protected species.

### Plant growth and sample collection

In order to understand the responses of paulownia to PaWB *Phytoplasma* infection, we performed a transcriptomic analysis of samples from tissue cultured plants and field grown plants. In the tissue cultured group, healthy plants (TH) and plants infected with PaWB *Phytoplasma* (TD) were maintained in vitro on MS medium and then grown on a incubator at 25°C with a 16 h light and 8 h dark cycle. We also collected samples of leaves from diseased field grown plants (FD) and healthy plants (FH) in August 2011. For each sample, materials from three individuals were mixed together. 

### PCR tests for PaWB *Phytoplasma*

Total RNA was extracted from the midrib tissue using the cetyl trimethyl ammonium bromide (CTAB) method [10]. Direct PCR amplification was performed using R16F2n/R16R2 primers [11]. The PCR products were amplified, cloned and sequenced using an automated DNA sequencer (ABI Prism model 3730XL) and M13-47 and RV-M primers. The sequence was also subjected to virtual RFLP analysis using the *i*Phyclassifier online tool [12]. 

### RNA extraction

The healthy samples and PaWB *Phytoplasma*-infected samples, which had been confirmed by a PCR-test, were then used to prepare samples for RNA-Seq and DGE. For each sample, the total RNA was extracted from 3 g of tissue material using TRIzol® Reagent (Invitrogen), according to the manufacturer’s instructions, and then treated with DNase I (Invitrogen). The RNA concentration and integrity were analyzed using an Agilent 2100 Bioanalyzer (Agilent Technologies).

### Library construction and sequencing for RNA-seq

Equal quantities of total RNA from four samples were mixed. Poly(A)-containing mRNA was isolated using magnetic beads with oligo(dT) and then cut into short fragments. These short fragments were used as templates in order to synthesize the first-strand cDNA using reverse transcriptase and random hexamer-primers. The second-strand cDNA was synthesized using DNA polymerase I, dNTPs and RNase H. The double-stranded cDNA fragments were purified, end repaired, added to poly (A) and finally connected with sequencing adapters. After agarose gel electrophoresis, the suitable fragments were amplified through PCR to obtain the final library. The library was sequenced using Illumina HiSeq™ 2000 and the raw reads, generated by Solexa/Illumina sequencing, were submitted to the SRA database (NCBI), Accession No. SRA061384.

### Sequence assembly and analysis of RNA-seq

Clean reads were obtained for sequence assembly after removing reads containing adaptors, reads where more than 10% of the bases were unknown, and reads where more than half of the base quality values were less than 5. Transcriptome *de novo* assembly was carried out using SOAPdenovo [13]. First, the clean reads were combined with a specified length of overlap to form contigs. Then the pair-end reads were mapped back to the contigs so that contigs from the same transcript could be detected, as well as the distances between these contigs. Second, the contigs were connected to make scaffolds, using N to represent unknown sequences between each two contigs. Next, the paired-end reads were used to gap-fill the scaffolds in order to get sequences with the least number of Ns and sequences that could not to be extended at either end, which were defined as unigenes. 

The unigenes were analyzed by searching protein databases, such as: nr, Swiss-Prot, KEGG and COG using the blastx (evalue < 0.00001) program [14]. If the results from the different databases conflicted with each other, then the priority order: nr, Swiss-Prot, KEGG and COG, was followed when deciding the unigene sequence direction. The results from blast analysis were used to extract CDSs from unigene sequences and translate them into peptide sequences. Unigenes with no hit in blast were analyzed using ESTScan software [15] to predict their coding regions and decide their sequence direction and those with nr annotations were further analyzed with Blast2go [16] to get GO annotations. Unigenes with GO annotations were classified according to the GO functional classification using WEGO software [17] in order to understand the distribution of gene functions in paulownia at the macro level.

### Library construction and sequencing for digital gene expression (DGE)

Four tag libraries were constructed in parallel. Sequence tags were prepared using the Illumina Gene Expression Sample Prep Kit according to the manufacturer’s instructions. Magnetic beads with oligo (dT) were used to purify poly (A)-containing mRNA and an oligo-dT primer was used to synthesize double-stranded cDNA. The bead-bound cDNAs were then digested by endonuclease *Nla*III, which recognizes and cuts CATG sites and generates sticky 5′ ends. The fragments that had been cut off were washed away and the bead-bound fragments were ligated to the Illumina adaptor 1 at the sticky 5′ end. The bead-bound fragments that contained adaptor 1 were then digested by *Mme*I, which cuts at 17 bp downstream of the CATG site. After that, the bead-bound fragments without adaptor 1 were removed by magnetic bead precipitation and the tags with adaptor 1 were purified and ligated to Illumina adaptor 2 at the 3′ end of the tag. After 15 cycles of linear PCR amplification, the 95 bp fragments were purified using 6% TBE polyacrylamide gel electrophoresis to obtain the final tag libraries. After denaturation, the single-stranded DNAs were fixed onto the Illumina Sequencing Chip (flowcell). Four types of nucleotides, labeled with four different colors, were sequenced using Illumina HiSeq™ 2000 and the sequencing by synthesis (SBS) method. Millions of raw reads with sequencing lengths of 35 bp were generated in each tunnel. The raw tag data were deposited in the GEO database (NCBI), Accession Nos. GSM1032231 (TH), GSM1032232 (TD), GSM1032233 (FH), GSM1032234 (FD).

### Data analysis of DGE profiling

The adaptors, empty tags (no tag sequence between the adaptors), low quality tags (tags with unknown nucleotide ‘‘N’’) and tags with a copy number of one were removed from the raw data in order to obtain 21 bp clean tags. All the clean tags were mapped to the transcriptome reference database generated by RNA-Seq. Both the sense and complementary antisense sequences were used in the mapping process so that mapping events on both strands could be monitored. 

The number of unambiguous tags corresponding to each gene was calculated and normalized to TPM (number of transcript per million clean tags) so that the expression of different genes could be analyzed. A rigorous algorithm was developed, based on the method described by Audic and Claverie, in order to identify the differentially expressed genes between the *Phytoplasma*-infected sample and healthy sample [18]. The FDR (false discovery rate) was used to determine the *P*-value threshold. An FDR ≤ 0.001 and an absolute value for the log 2 ratio of ≥ 1 were selected as the threshold in order to judge whether the change in gene expression was significant. Genes that showed significant expression changes were used for KEGG pathway enrichment analysis. The formula for calculating the enriched *P*-value was:

$$\text{P}=1-\sum_{i=0}^{m-1}\frac{\left(\begin{array}{c} M\\ i \end{array}\right)\left(\begin{array}{c} N-M\\ n-i \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)}$$

where *N* is the number of genes with a KEGG annotation, *n* is the number of differentially expressed genes in *N*, *M* is the number of genes annotated to specific pathways and *m* is the number of differentially expressed genes in *M*. A *P*-value of 0.05 was selected as the significance threshold for enrichment of a gene set. 

### Quantitative real-time PCR (qRT-PCR) validation

Total RNA (5 µg) from each sample was reverse transcribed with the SuperScript III First-Strand Synthesis System for RT-PCR (Invitrogen), according to the manufacturer’s protocols. Samples of cDNA were used for quantitative real-time PCR using the ABI Prism 7900 HT real-time PCR system (Applied Biosystems) with SYBR Premix ExTaq (Applied Biosystems). The real-time PCR primers were designed using Primer Premier 5. Real-time RT-PCR analysis was performed three times for each RNA sample extracted. The cycle threshold (CT) value for each gene was normalized with the CT value of the actin gene using RQ Manager software (Applied Biosystems). Standard curves for each gene expression were generated in each experiment. 

## Results

### Detection of PaWB *Phytoplasma* in paulownia showing disease symptoms

After PaWB *Phytoplasma* infection, the paulownia plants mainly showed typical disease symptoms, such as witches’-broom, yellowing of leaves, smaller leaves, short internodes, phyllody and sterile flowers (Figure 1). Branches showing disease symptoms always withered and died in the following year. The 1.24 kb fragments of 16S rDNA from PaWB *Phytoplasma* could be detected in the midribs of symptomatic plants, but not from the symptomless plants. The amplified 16S rDNA fragment shared a 100% nucleotide sequence identity with previously reported PaWB *Phytoplasma* (GenBank Accession No.HM146078). Using virtual RFLP analysis, we confirmed that the PaWB *Phytoplasma* in our study belonged to the 16SrI-B subgroup (data not shown). 

**Figure 1:**
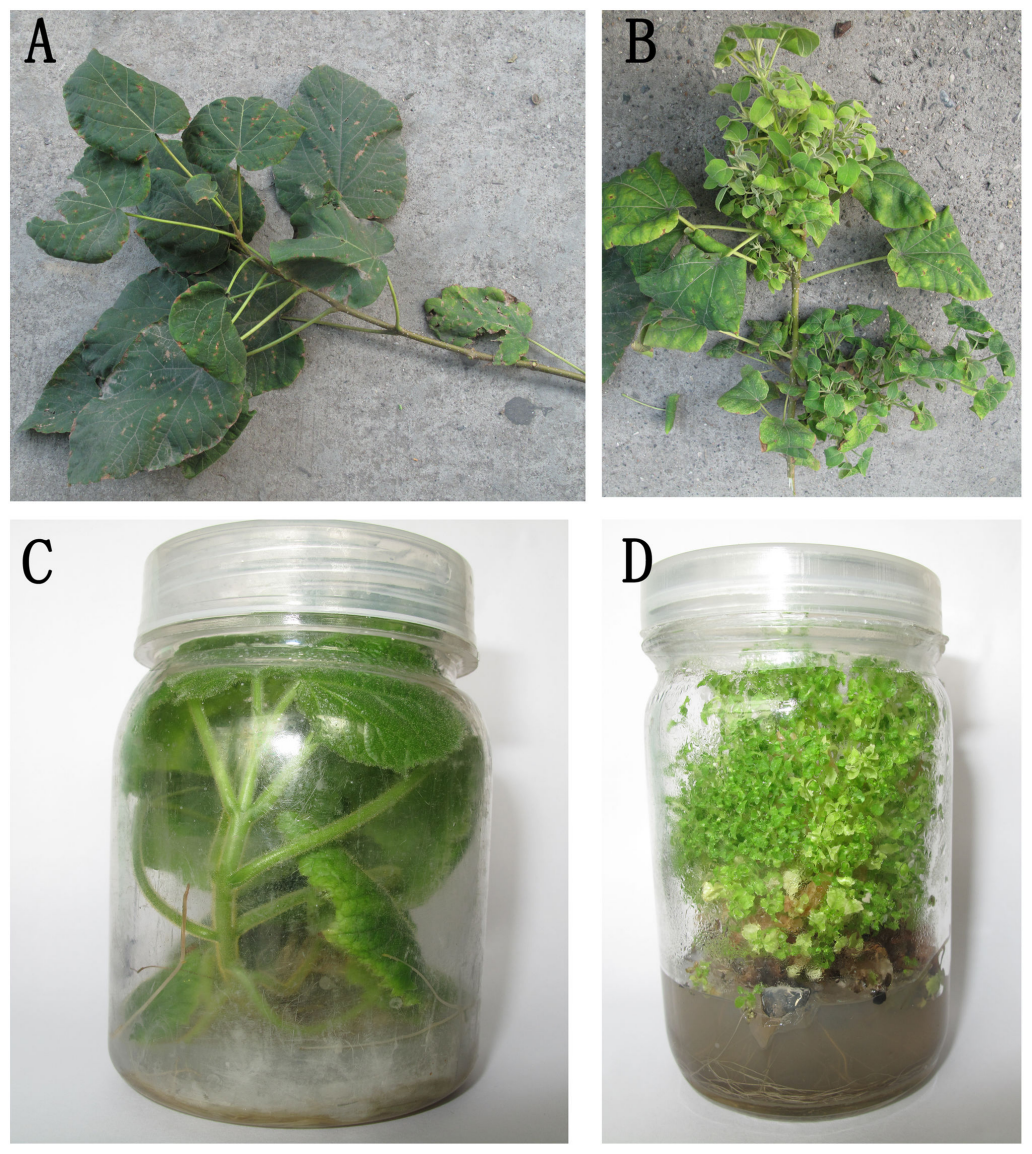
Symptoms shown by paulownia when infected with PaWB *Phytoplasma*. (A) a healthy branch of paulownia in the field; (B) symptoms shown by a branch infected with PaWB *Phytoplasma* in the field; (C) a healthy branch of paulownia grown in the culture medium and (D) symptoms shown by a branch infected with PaWB *Phytoplasma* when grown in the culture medium.

### Sequence assembly and coding sequences

Since the genome sequence for paulownia was not available, we carried out an RNA-Seq analysis in order to obtain the mRNA sequences for paulownia. Equal quantities of total RNA from the four samples (TH, TD, FH and FD) were mixed and used in the library construction for Illumina HiSeq 2000 sequencing. A total of 27,369,188 clean reads (2,463,226,920 nucleotides) were generated by Illumina deep sequencing and the Q20 percentage (proportion of nucleotides with a quality value larger than 20) for the data was 95.25%. These clean tags were assembled into 508,537 contigs and then connected to 133,983 scaffolds. After gap filling using paired-end reads, the scaffolds were assembled into 74,831 unigenes. The unigene size distribution is shown in Figure 2. The mean length of the unigenes was 464 bp.

**Figure 2:**
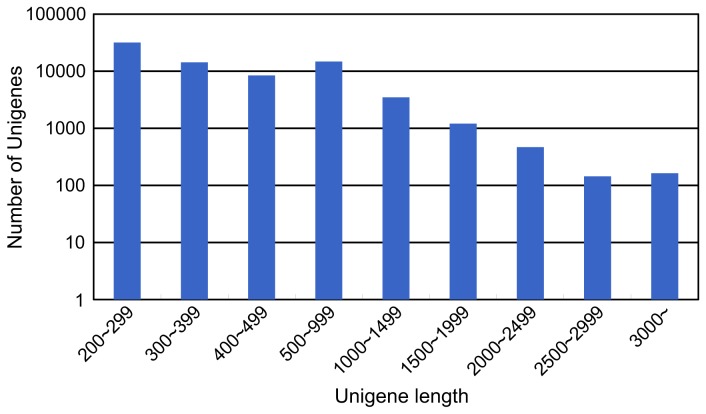
Distribution of unigene sizes.

Blastx and ESTscan analysis indicated that 48,712 unigenes had reliable coding sequences (65.1% of all unigenes). Blastx analysis (E-value < 0.00001) showed that 47,801, 30,998, 21,875 and 13,011 unigenes produced BLAST results against the non-redundant (nr, NCBI) protein database, the Swiss-Prot database, the Kyoto Encyclopedia of Genes and Genomes (KEGG) database and the Clusters of Orthologous Groups of proteins (COG, NCBI) database, respectively. Blast2go analysis of the unigenes with nr annotations further revealed that 20,603 unigenes had Gene Ontology (GO) annotations. Unigenes without blast hits were analyzed using ESTscan and the coding sequences for 1,705 unigenes were predicted and translated into peptide sequences.

### Unigene function and pathway annotations

The sequences with blast hits were further analyzed to get their COG functional annotations, their GO functional annotations and their KEGG pathway annotations. The COG analysis indicated that 13,011 unigenes had COG annotations and could be grouped into 25 clusters (Figure 3). The GO analysis showed that 20,603 unigenes had GO annotations that could be grouped into 44 classes in the three ontologies, including growth, development, cell death, metabolism and transcription regulation (Figure 4). The KEGG pathway analysis revealed that 21,875 of the unigenes could be grouped into 119 known pathways. The three pathways that contained the largest numbers of genes were the metabolic pathways, the biosynthesis of secondary metabolites and plant-pathogen interaction pathways (Table 1).

**Figure 3:**
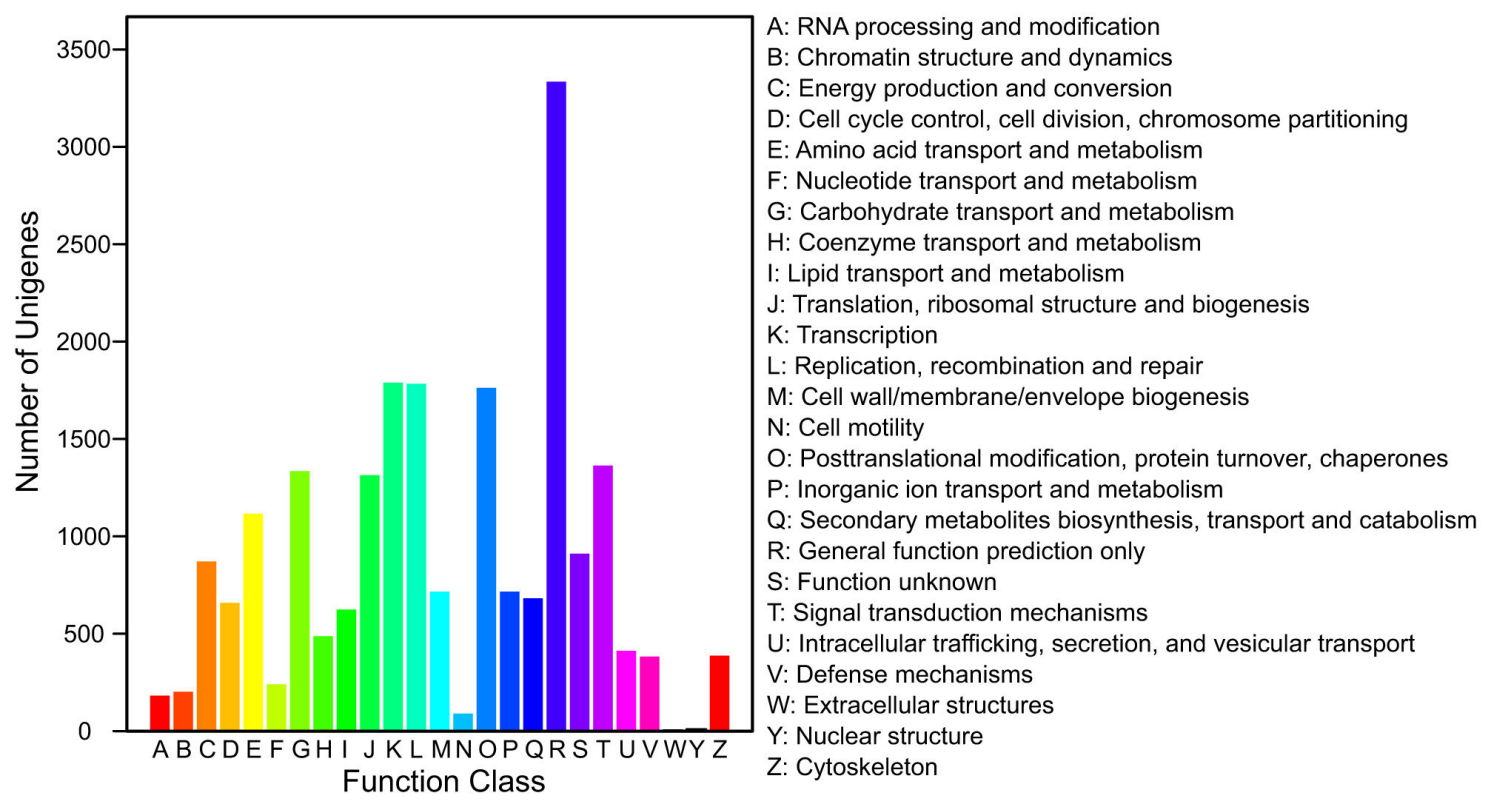
Unigene COG annotations. Unigenes aligned to the COG database can be classified functionally into 25 molecular families.

**Figure 4:**
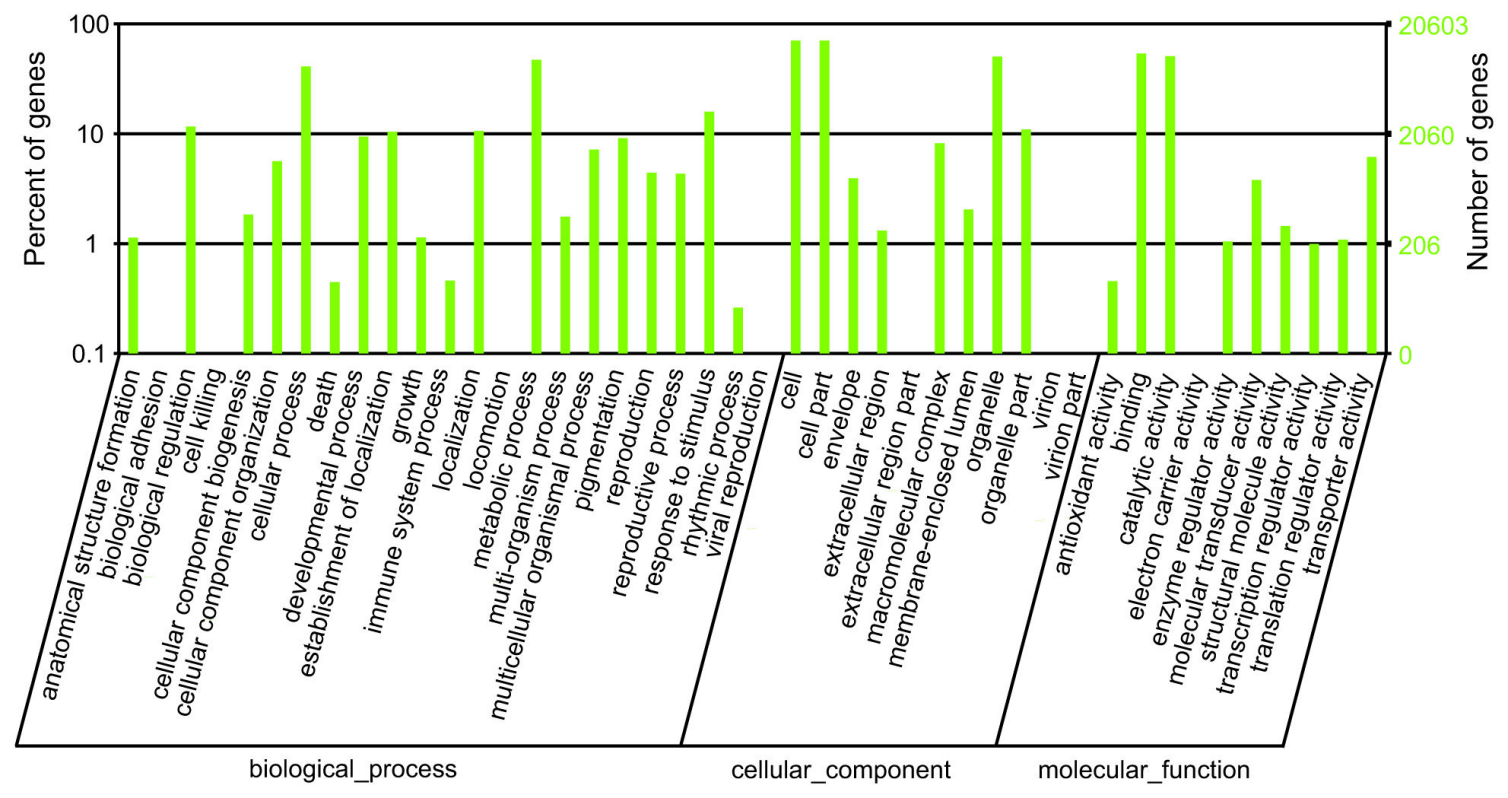
GO annotation of unigenes. Best hits were aligned to the GO database and transcripts were assigned to at least one GO term. Most unigenes were grouped into three major functional categories, namely biological processes, cellular components, and molecular functions.

**Table 1:** Top 20 unigene enriched KEGG pathways.

Pathway	Unigenes with pathway annotation	Pathway ID
Metabolic pathways	5009 (22.9%)	ko01100
Biosynthesis of secondary metabolites	2712 (12.4%)	ko01110
Plant-pathogen interaction	1832 (8.37%)	ko04626
Spliceosome	1064 (4.86%)	ko03040
Protein processing in endoplasmic reticulum	778 (3.56%)	ko04141
Starch and sucrose metabolism	747 (3.41%)	ko00500
Phenylpropanoid biosynthesis	512 (2.34%)	ko00940
Ribosome	485 (2.22%)	ko03010
Ubiquitin mediated proteolysis	485 (2.22%)	ko04120
Purine metabolism	450 (2.06%)	ko00230
Glycolysis / Gluconeogenesis	410 (1.87%)	ko00010
Endocytosis	390 (1.78%)	ko04144
Pyrimidine metabolism	379 (1.73%)	ko00240
Amino sugar and nucleotide sugar metabolism	353 (1.61%)	ko00520
Cysteine and methionine metabolism	344 (1.57%)	ko00270
Stilbenoid, diarylheptanoid and gingerol biosynthesis	337 (1.54%)	ko00945
Oxidative phosphorylation	322 (1.47%)	ko00190
Limonene and pinene degradation	310 (1.42%)	ko00903
RNA degradation	306 (1.4%)	ko03018
Pyruvate metabolism	298 (1.36%)	ko00620

### Digital gene expression (DGE) profiles of the different samples

To reveal the biological processes influenced by PaWB *Phytoplasma* infection, we analyzed the gene expression of the four samples (TH, TD, FH and FD) via DGE profiling. DGE libraries for the four samples were constructed and sequenced in parallel. 

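DGE counts short sequence tags in place of whole transcripts: cDNA made from the mRNA is cut by NlaIII at CATG sites, and the 17 bases after the CATG site nearest the poly(A) tail are sequenced, so each transcript yields 1 tag of 21 bases and the copies of a tag measure its abundance. The libraries were made from healthy (TH) and diseased (TD) tissue cultured plants, kept at 25°C with 16 h of light and 8 h of darkness, and from leaves of healthy (FH) and diseased (FD) field grown plants. The paper names an incubator for the tissue cultured plants and the sample labels a greenhouse. Material from 3 individuals was pooled for each library. There was 1 library per condition, so no comparison of a diseased with a healthy library has a replicate check, and the intervals of TPM values, ratios and shares of copies cover counting error only. The authors deposited for each library the clean tags left after adaptors, empty tags, tags with unknown bases and tags of a single copy were removed, with the copy number of each distinct tag and its TPM, its share of the clean tags of the library on the scale the paper defines. TH held 3476593 clean tags of 135500 distinct sequences, TD held 3465097 of 154300, FH held 3287059 of 150356 and FD held 3493642 of 147844. In Table 2 each of these pairs of totals stands under the library of the same disease state in the other growth group, the totals of TH under FH, those of TD under FD, those of FH under TH and those of FD under TD. The sample labels and the paper's list of libraries name the 4 libraries alike, and those names are used here. The lowest copy number listed was 2 in every library, worth between 0.572 and 0.608 TPM, so a tag missing from a library had 0 or 1 copies there. From the copy numbers, each distinct tag was compared between the diseased and the healthy library of a group with the Audic-Claverie test, at the thresholds the paper sets for unigenes. The unigene sequences were not used here, so the unit is the tag and not the gene, and a gene with several transcript ends or several CATG sites left after incomplete digestion can give several tags. A tag missing from a library was tested as 0 copies, and its log2 ratio was taken against 3 copies.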

More than three million raw tags were generated for each DGE library and over 90% of the raw tags in each library were clean tags (Figure S1). To evaluate the normality of the whole data, the distribution of clean tag expressions were analyzed. In our analysis, total clean tags represent the sum of all the clean tag numbers and distinct clean tags represent all types of clean tags. In each library, about 60% of the total clean tags were tags with copy numbers of more than 100, which only made up 3–4% of the distinct clean tags. In contrast, tags with copy numbers between 2 and 5 accounted for 7% of total clean tags, but accounted for 60% of the distinct clean tags. These results were in accordance with the rule that a small number of mRNA categories are highly expressed, while the majority of categories have low expression levels, which indicated that the DGE data was normally distributed (Figure S2).

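Counted in the deposited libraries, tags with more than 100 copies held 62.8% of the total clean tags in TH, 57.3% in TD, 58.6% in FH and 58.8% in FD. The 95% exact binomial interval of each share was narrow at this depth, from 62.8% to 62.9% in TH and from 57.2% to 57.3% in TD, so the libraries differed by more than counting error. The same tags numbered 4812 in TH, 5987 in TD, 4608 in FH and 5916 in FD, which was 3.55%, 3.88%, 3.06% and 4.00% of the distinct clean tags. Merging tags that lie 1 base from a tag with at least 20 times their copies, which removes likely sequencing errors, moved the mean share of the total over the 4 libraries from 59.4% to 64.3%.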

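Tags with 2 to 5 copies held 6.72% of the total clean tags in TH, 7.60% in TD, 8.00% in FH and 7.16% in FD. They made up 60.7% of the distinct clean tags in TH, 59.9% in TD, 61.5% in FH and 59.4% in FD, or between 82263 and 92526 distinct tags per library. The median distinct tag had 4 copies in each library.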

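The most abundant 1% of the distinct tags covered 47.3% of the total clean tags in TH and 44.0% in FH, against 36.8% in TD and 37.7% in FD. The 10 most abundant tags alone held 15.0% of the total in TH, 5.21% in TD, 9.58% in FH and 3.74% in FD. From the small number of abundant tags and the large number of rare tags, the paper concludes that the DGE data followed the usual distribution of few highly and many weakly expressed mRNA categories, which it calls normally distributed.

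**Figure D1:**
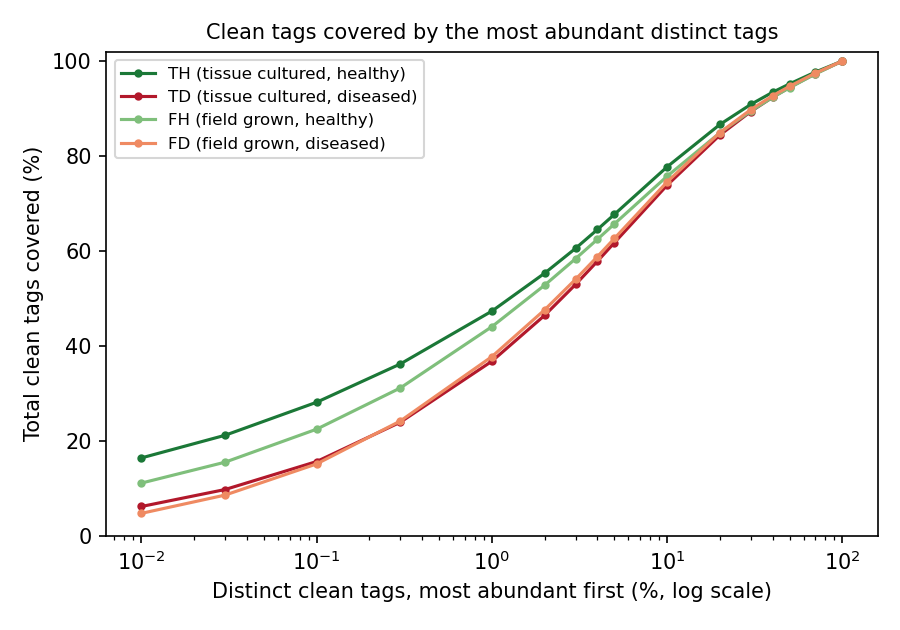
Share of the total clean tags (%) covered by the most abundant distinct clean tags (%, log scale), 1 line per library. At 1% of the distinct tags, both healthy libraries (47.3% in TH and 44.0% in FH) lie above both diseased libraries (36.8% in TD and 37.7% in FD).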

The 56,924 unigenes (76.07% of all unigenes) with CATG sites were used as reference genes, of which 25,446 unigenes were tag-mapped genes. Among the distinct clean tags from the four libraries, 152,235 distinct clean tags were mapped to the reference genes and the unambiguous tags made up 151,260 of the distinct clean tags, which accounted for 99.36% of all reference tags. 

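Together the 4 libraries held 301815 distinct clean tags. Of these, 50448 (16.7%) were found in all 4 libraries, and they carried between 74.9% of the copies in TD and 80.3% in TH. A further 152662 distinct tags were listed in a single library. How many of the tags match a unigene was not analysed here.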

The numbers of distinct clean tags in each library ranged from 135,500 to 154,300, while distinct clean tags mapping to unigenes ranged from 57,281 to 74,937, or 40.56% to 49.84%, respectively. A summary of the DGE tag analysis is shown in Table 2.

**Table 2:** Tag analysis results.

Summary	TD	TH	FD	FH
Raw tag	3,712,343	3,510,991	3,687,700	3,680,236
Distinct raw tag	357,270	364,082	368,807	327,753
Clean tag	3,493,642	3,287,059	3,465,097	3,476,593
Distinct clean tag	147,844	150,356	154,300	135,500
Clean tag/raw tag	94.11%	93.62%	93.96%	94.47%
All tag mapping to gene	1,555,312	1,427,939	1,465,155	1,313,648
All tag mapping to gene (% of clean tag)	44.52%	43.44%	42.28%	37.79%
Distinct tag mapping to gene	62,651	74,937	62,589	57,281
Distinct tag mapping to gene (% of clean tag)	42.38%	49.84%	40.56%	42.27%
Unambiguous tag mapping to gene	1,530,564	1,413,537	1,443,754	1,289,951
Unambiguous tag mapping to gene (% of clean tag)	43.81%	43.00%	41.67%	37.10%
Distinct unambiguous tag mapping to gene	62,170	74,314	62,079	56,810
Distinct unambiguous tag mapping to gene (% of clean tag)	42.05%	49.43%	40.23%	41.93%
All tag-mapped genes	22,539	24,499	23,146	22,022
All tag-mapped genes (% of ref genes)	30.12%	32.74%	30.93%	29.43%
Unambiguous tag-mapped genes	22,211	24,167	22,804	21,705
Unambiguous tag-mapped genes (% of ref genes)	29.68%	32.30%	30.47%	29.01%
Unknown tag	1,938,330	1,859,120	1,999,942	2,162,945
Unknown tag (% of clean tag)	55.48%	56.56%	57.72%	62.21%
Distinct unknown tag	85,193	75,419	91,711	78,219
Distinct unknown tag (% of clean tag)	57.62%	50.16%	59.44%	57.73%

### Gene expression changes after PaWB infection

In the field grown group, 2,557 genes showing significant differential expressions were identified in the diseased sample (FD) compared to healthy sample (FH), of which, 1,271 were up-regulated genes and 1,286 were down-regulated genes (Figure 5). 

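At the level of tags, 211534 distinct tags were listed in FD or FH. With FDR ≤ 0.001 and an absolute log2 ratio ≥ 1 in the Audic-Claverie test, 13249 of them differed, 6880 with a higher TPM in FD and 6369 with a lower. The test compares these libraries and not the conditions. The called tags held 40.3% of the copies in FH and 36.7% in FD. Of the called tags, 4407 were missing from 1 of the libraries. In simulated libraries of the same depth, 200 of 165147 tags were changed 4-fold, all drawn from the more abundant tags. Of the changed tags 82.5% were called, with 0 false calls. Recovery of rare tags was not simulated, and these simulated libraries differed by counting error alone. The number of calls moved most under a coefficient of variation of 0.4 between libraries, assumed and not measured, which left 694. The median log2 ratio over tags with at least 100 copies in the pair was 0.32, and 0.19 after scaling by TMM factors.

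Among the tags called higher in FD, CATGCATATGCTCCAGCGGTG had the highest abundance, with 5702 TPM in FD (95% Poisson interval 5623 to 5782) and 167 TPM in FH (154 to 182), a log2 ratio of 5.09 (95% exact binomial interval 4.97 to 5.22). In the tissue cultured group it went the other way, from 3639 TPM in TH to 2417 TPM in TD, a log2 ratio of -0.59 (-0.63 to -0.55) that is under the threshold. Among the tags called lower, CATGCACACTTGGAATTTAAG was the most abundant, falling from 20744 TPM in FH to 2218 TPM in FD, a log2 ratio of -3.23 (-3.26 to -3.19). CATGTTATGATCAATGAATTA, the tag with the highest mean TPM over the 4 libraries, had 17468 TPM in FH and 5039 TPM in FD (log2 ratio -1.79). Which unigenes these tags belong to was not analysed here.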

According to the KEGG pathway analysis, there were 25 pathways that contained significantly enriched gene sets. Twenty-three pathways were related to metabolism, one pathway (Peroxisome) was related to cellular processes, and one pathway (Ribosome) was related to genetic information processing. Five metabolic pathways were correlated to lipid metabolism, five pathways to terpenoid and polyketide metabolism and five pathways were correlated to the biosynthesis of other secondary metabolites (Table S1).

**Figure 5:**
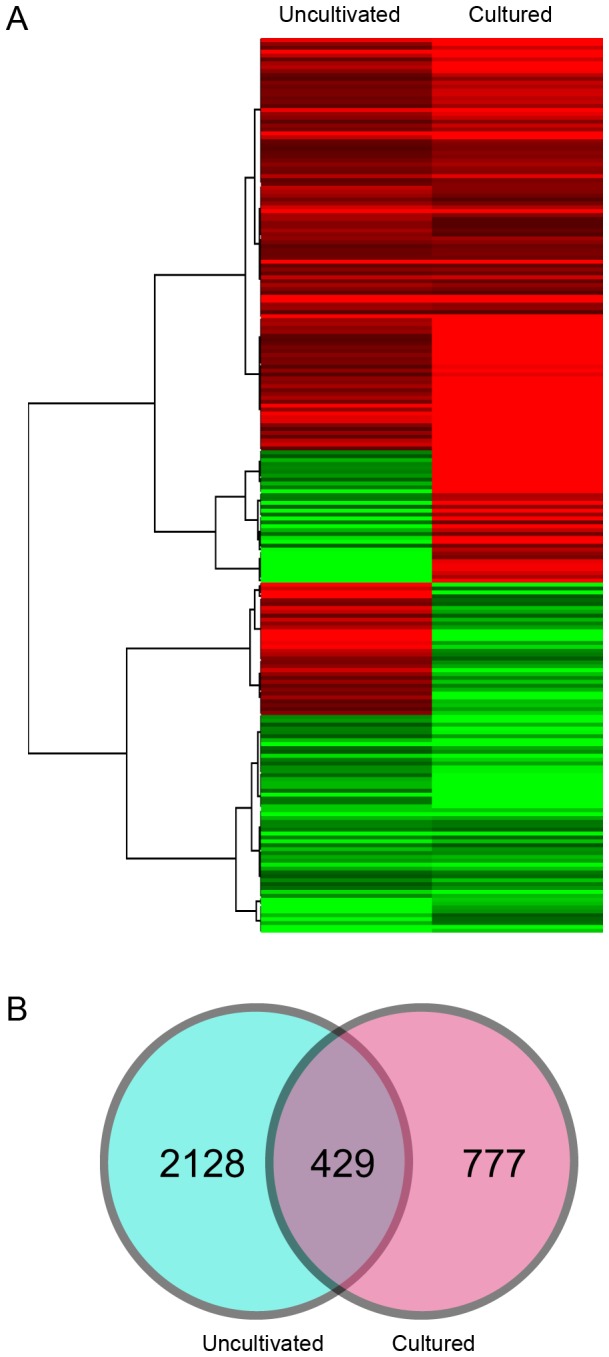
Relationship between DEGs in the two groups (A) and cluster analysis of the common DEGs found in the two groups (B).

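Between the tissue cultured libraries, 203695 distinct tags were listed and 10586 were called by the same test and thresholds, 6465 with a higher TPM in TD and 4121 with a lower. Of the called tags, 5605 were missing from 1 of the libraries. The split between the directions depended on the scaling, since the median log2 ratio over tags with at least 100 copies was 0.30 with the clean tag totals and 0.05 with TMM factors. With TMM factors 4955 tags were higher and 5300 lower in TD, so that 48.3% of the calls were higher in place of 61.1%. In FD against FH, TMM factors gave 5862 higher and 7294 lower tags. Of the 10586 called tags, 1520 (14.4%) had a partner 1 base apart that was called in the opposite direction, counting pairs where neither tag had 20 times the copies of the other over the 4 libraries, against 42 (0.317%) of the 13249 tags called between FD and FH. The measured fold of a tag in such a pair depends on which of the partners is counted.

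CATGCACACTTGGAATTTAAG, the most abundant of the tags called lower in FD, was also the most abundant of those called lower in TD, with 34722 TPM in TH and 4673 TPM in TD (log2 ratio -2.89, 95% exact binomial interval -2.92 to -2.87). Of the tags called higher in TD, CATGTTCAAACTAATGAAATA was the most abundant, with 1449 TPM in TH and 2998 TPM in TD. Its log2 ratio of 1.05 (1.00 to 1.10) fell to 0.79 with TMM factors, under the threshold, and its log2 ratio between FD and FH was 0.01 (-0.11 to 0.13). CATGTTATGATCAATGAATTA had 36378 TPM in TH and 24063 TPM in TD, a log2 ratio of -0.60 that is under the threshold.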

In the tissue cultured group, 1,206 genes with significant differential expressions were identified in the diseased sample (TD) compared to the healthy sample (TH), of which, 769 were up-regulated and 437 were down-regulated (Figure 5). According to the KEGG pathway analysis, 23 pathways showed significantly enriched gene sets. Among them, 21 pathways were related to metabolism, one (Peroxisome) was related to cellular processes and one pathway (Ribosome) was related to genetic information processing. Five metabolic pathways were correlated to lipid metabolism, three pathways to the biosynthesis of other secondary metabolites and three pathways were correlated to terpenoid and polyketide metabolism (Table S2). 

### Biological processes influenced by PaWB infection

There were 19 common pathways that were significantly enriched in both two groups, according to the KEGG pathway analysis (Table 3). These results suggested that *Phytoplasma* infection significantly suppressed the photosynthesis process and disturbed the metabolic processes of many secondary metabolites, such as plant hormones and phenylpropanoids, which may result in the macroscopic symptoms exhibited by the paulownia plants. To further investigate the biological processes affected by PaWB infection, the DEGs that were common to both groups were analyzed. 

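In the tag libraries, 2123 tags were called in both the field grown and the tissue cultured group. Of these, 1124 were higher in both diseased libraries, 460 were lower in both, 323 were lower in TD and higher in FD, and 216 were higher in TD and lower in FD. The balance of the directions depended on the scaling: with TMM factors 707 tags were higher and 644 lower in both, and with the median log2 ratio at each GC level removed, an alternative chosen after the data were seen, 567 were higher and 772 lower in both. When the calls of the field grown group were shuffled 10000 times among tags of similar mean TPM, over the 31811 tags with at least 10 copies in a library of each group, the number called in both averaged 1696 (range 1569 to 1824) and the number called in the same direction averaged 929 (836 to 1031), against 1584 observed. The groups share no library, so no control links them.

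CATGTGGAAATGATGAATGTT and CATGGGCACAAGCACAACAAA were, after CATGCACACTTGGAATTTAAG, the most abundant of the tags called lower in both groups. The first fell from 24301 to 6330 TPM in the tissue cultured group and from 18256 to 4956 TPM in the field grown group, with log2 ratios of -1.94 and -1.88. The second fell from 9287 to 2209 TPM and from 14586 to 2642 TPM, with log2 ratios of -2.07 and -2.47. The most abundant of the tags called higher in both were CATGGGTGAACTAATGGTTAC (log2 ratio 1.64 in TD and 2.26 in FD), CATGTAATAAAATTGTATGAA (2.38 and 8.07) and CATGGTCACAGCAGCAGCAGC (1.52 and 1.04). The value of CATGTAATAAAATTGTATGAA in the tissue cultured group rests on 15 copies in TH and 78 in TD (95% exact binomial interval of the log2 ratio 1.57 to 3.29), while in the field grown group it rose from 48 to 13675 copies. CATGGTCACAGCAGCAGCAGC was under the threshold in FD with TMM factors, at 0.91. The most abundant of the tags called in opposite directions were CATGATCTATGTGAATGTAGG (-4.01 in TD and 2.82 in FD), CATGATCTATGTGAATGCAGG (-2.37 and 3.68), CATGTTTCTTGAATAAAATAG (1.55 and -3.64) and CATGTGGTTCAGGCTGCAAGT (1.62 and -2.42).

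The 4 libraries together allow a single fit in which the spread between libraries enters, with the growth condition as a second term and 1 residual degree of freedom per tag. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 of the 40894 tags tested passed an adjusted p of 0.05, and the smallest adjusted p was 0.945. At an unadjusted p of 0.05, 1334 tags passed, where chance gives 2045. With a filter of at least 10 copies over the 4 libraries instead, 5901 of 105718 tags passed, where chance gives 5286. DESeq2 on the 40894 tags called 27, 15 higher and 12 lower in the diseased libraries, and gave 29335 tags no adjusted p. The biological coefficient of variation in the edgeR fit of the 40894 tags was 0.633. It includes any difference in the disease effect between the growth conditions. With simulated tags changed 8-fold at that variation the fit recovered 0% of them, and at a variation of 0.3 it recovered 88.5%. Larger changes were not simulated, and the changed tags were drawn from the more abundant tags alone.

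**Figure D2:**
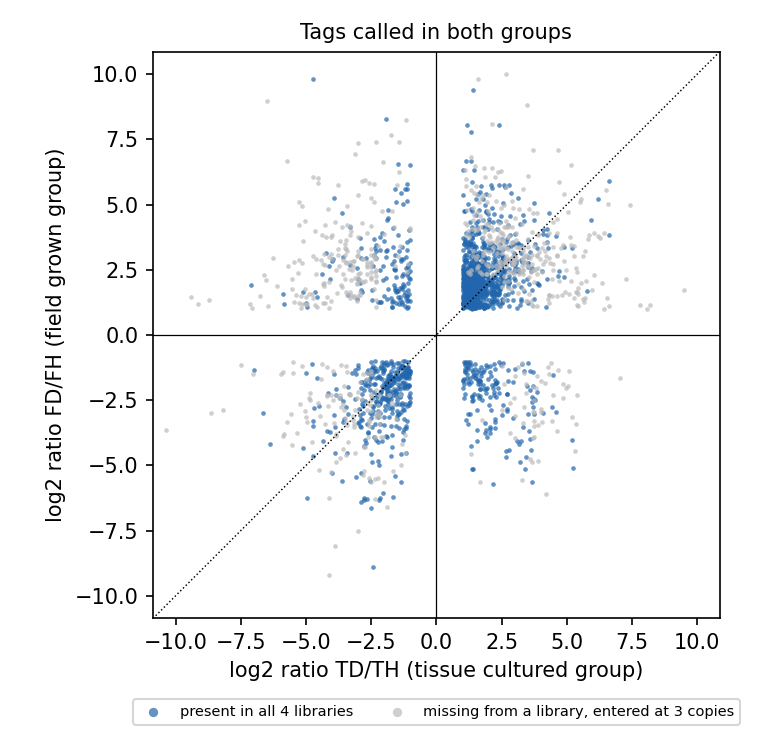
Log2 ratio of TD to TH (x axis) against the log2 ratio of FD to FH (y axis) for each of the 2123 tags called in both groups, where the dotted line marks equal ratios. The band below an absolute log2 ratio of 1 is empty by the threshold, 1584 tags lie in the quadrants of the same direction, and grey points are tags missing from a library, entered at 3 copies there.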

A total of 429 unigenes were identified as common DEGs between the field grown group and the tissue cultured group (Figure 5). BLAST analysis revealed that only 100 of them had KEGG function annotations and further analysis indicated that these DEGs were mostly correlated to biological processes, such as energy metabolism, translation, carbohydrate metabolism, hormone biosynthesis and transduction, defense reactions and transport (Table 4). 

**Table 3:** KEGG pathways that were common to both groups.

	**FH&FD**		**TH&TD**	
**Pathway**	**Up-regulated**	**Down-regulated**	**Up-regulated**	**Down-regulated**
Photosynthesis	0	20	0	10
alpha-Linolenic acid metabolism	4	17	6	6
Linoleic acid metabolism	3	12	5	6
Biosynthesis of unsaturated fatty acids	3	16	3	5
Fatty acid metabolism	3	17	5	5
Carotenoid biosynthesis	4	10	4	3
Terpenoid backbone biosynthesis	5	4	3	4
Limonene and pinene degradation	4	18	8	5
Flavonoid biosynthesis	14	8	7	5
Phenylpropanoid biosynthesis	24	16	12	4
Stilbenoid, diarylheptanoid and gingerol biosynthesis	6	18	7	4
Metabolism of xenobiotics by cytochrome P450	1	19	5	4
Arginine and proline metabolism	5	9	4	5
Glutathione metabolism	4	11	6	2
Biosynthesis of phenylpropanoids	24	29	14	11
Biosynthesis of plant hormones	23	48	16	15
Peroxisome	5	15	3	7
Ribosome	12	15	5	10

**Table 4:** KEGG-annotated DEGs that were common to both groups.

	**Fold change (log_2_R)**			
**Unigene ID**	**TD/ TH**	**FD/ FH**	**Definition (KO ID)**	**Pathway (Pathway ID)**
**Energy metabolism**				
Unigene23994	-1.58	-2.31	Photosystem I core protein PsaB (K02690)	Photosynthesis (ko00195)
Unigene41021	-1.34	-1.12	Photosystem I subunit II PsaD (K02692)	Photosynthesis (ko00195)
Unigene57786	-2.22	-4.11	Photosystem II core protein PsbA (K02703)	Photosynthesis (ko00195)
Unigene70434	-3.45	-1.77	Photosystem II oxygen-evolving enhancer protein PsbP (K02717)	Photosynthesis (ko00195)
Unigene73155	-1.26	-1.75	Photosystem II oxygen-evolving enhancer protein PsbQ(K08901)	Photosynthesis (ko00195)
Unigene67411	-2.07	-1.29	Photosystem II 10kDa protein PsbR (K03541)	Photosynthesis (ko00195)
Unigene40507	-1.22	-1.99	Photosystem II 22kDa protein PsbS (K03542)	Photosynthesis (ko00195)
Unigene27161	-1.50	-1.61	F-type ATPase subunit alpha [EC:3.6.3.14] (K02111)	Photosynthesis (ko00195)
Unigene72265	-2.31	-1.75	F-type ATPase subunit delta [EC:3.6.3.14] (K02113)	Photosynthesis (ko00195)
Unigene57813	-1.05	-1.87	light-harvesting complex I Chlorophyll a/b binding protein LHCA2 (K08908)	Photosynthesis - antenna proteins (ko00196)
Unigene65637	-3.42	-1.22	light-harvesting complex I Chlorophyll a/b binding protein LHCA5 (K08911)	Photosynthesis - antenna proteins (ko00196)
Unigene64828	1.12	1.85	V-type H+-transporting ATPase subunit E [EC:3.6.3.14] (K02150)	Oxidative phosphorylation (ko00190)
Unigene13672	1.59	1.02	NADH dehydrogenase 1 alpha subcomplex 2 [EC:1.6.5.3 1.6.99.3] (K03946)	Oxidative phosphorylation (ko00190)
Unigene73041	1.63	8.93	Carbonic anhydrase [EC:4.2.1.1] (K01674)	Nitrogen metabolism (ko00910)
**Translation**				
Unigene60861	1.38	1.02	Prolyl-tRNA synthetase [EC:6.1.1.15] (K01881)	Aminoacyl-tRNA biosynthesis (ko00970)
Unigene50004	1.32	1.34	Asparaginyl-tRNA synthetase [EC:6.1.1.22] (K01893)	Aminoacyl-tRNA biosynthesis (ko00970)
Unigene44862	1.05	2.70	60S large subunit ribosomal protein L12e (K02870)	Ribosome (ko03010)
Unigene12998	2.41	3.49	30S small subunit ribosomal protein S17 (K02961)	Ribosome (ko03010)
Unigene53304	1.18	2.44	50S ribosomal protein L33-like (K02913)	Ribosome (ko03010)
Unigene77	-1.67	-2.85	50S ribosomal protein L1, chloroplastic-like (K02863)	Ribosome (ko03010)
Unigene52586	-3.66	-2.94	50S ribosomal protein L15, chloroplastic-like (K02876)	Ribosome (ko03010)
Unigene24837	-1.79	-1.89	50S ribosomal protein L27, chloroplastic-like (K02899)	Ribosome (ko03010)
Unigene60918	-1.35	-1.01	50S ribosomal protein L29, chloroplastic-like (K02904)	Ribosome (ko03010)
Unigene68812	-4.01	-2.38	31 kDa ribonucleoprotein, chloroplastic-like (K02965)	Ribosome (ko03010)
Unigene1219	-1.55	-2.99	Elongation factor EF-G, chloroplastic-like (K02355)	Ribosome (ko03010)
Unigene62803	-1.04	-1.47	Elongation factor EF-Tu, chloroplastic-like (K02358)	Ribosome (ko03010)
Unigene37795	-11.13	-2.41	40s small subunit ribosomal protein S12e (K02951)	Ribosome (ko03010)
Unigene74177	-1.02	-1.24	Translation initiation factor IF-2 unclassified subunit (K03243)	RNA transport (ko03013 )
**Carbohydrate metabolism**				
Unigene65685	1.62	2.38	UDP-glucose 4-epimerase [EC:5.1.3.2] (K01784)	Galactose metabolism (ko00052)
Unigene68516	1.98	1.62	alpha-galactosidase [EC:3.2.1.22] (K07407)	Galactose metabolism (ko00052)
Unigene23754	1.39	9.79	Inositol oxygenase [EC:1.13.99.1] (K00469)	Inositol phosphate metabolism (ko00562)
Unigene35494	1.36	1.21	Cellulose synthase A [EC:2.4.1.12] (K10999)	
Unigene112	1.69	4.37	Cellulose synthase A [EC:2.4.1.12] (K10999)	
Unigene36507	1.24	2.42	Pectinesterase [EC:3.1.1.11] (K01051)	Starch and sucrose metabolism (ko00500)
Unigene67084	1.70	4.34	Pectinesterase [EC:3.1.1.11] (K01051)	Starch and sucrose metabolism (ko00500)
Unigene66203	1.81	9.23	Beta-glucosidase [EC:3.2.1.21] (K01188)	Starch and sucrose metabolism (ko00500)
Unigene74438	-2.20	-1.06	Fructokinase [EC:2.7.1.4] (K00847)	Fructose and mannose metabolism (ko00051)
**Hormone related**				
Unigene68742	1.63	12.21	Phospholipase A2 [EC:3.1.1.4] (K01047)	alpha-Linolenic acid metabolism (ko00592)
Unigene6332	1.14	1.42	Enoyl-CoA hydratase/ 3-hydroxyacyl-CoA dehydrogenase [EC:4.2.1.17 1.1.1.35 1.1.1.211] (K10527)	alpha-Linolenic acid metabolism (ko00592)
Unigene10488	1.32	3.03	Farnesyl diphosphate synthase [EC:2.5.1.1 2.5.1.10] (K00787)	Terpenoid backbone biosynthesis (ko00900)
Unigene4457	1.39	1.69	Xanthoxin dehydrogenase [EC:1.1.1.288] (K09841)	Carotenoid biosynthesis (ko00906)
Unigene1276	1.05	2.82	Isopentenyl-diphosphate delta-isomerase [EC:5.3.3.2] (K01823)	Terpenoid backbone biosynthesis (ko00900)
Unigene22539	1.00	6.43	adenylate isopentenyltransferase (K10760)	Zeatin biosynthesis (ko00908)
Unigene554	7.43	8.01	adenylate isopentenyltransferase (K10760)	Zeatin biosynthesis (ko00908)
Unigene73098	-2.90	-2.31	Cytokinin trans-hydroxylase, CYP735A (K10717)	Zeatin biosynthesis (ko00908)
Unigene26784	1.09	1.59	phytochrome-interacting factor 3 (K12126)	Plant hormone signal transduction (ko04075)
Unigene74076	1.78	1.63	auxin influx carrier (AUX1 LAX family) (K13946)	Plant hormone signal transduction (ko04075)
Unigene70471	1.85	1.72	Delta24-sterol reductase [EC:1.3.1.72] (K09828)	Steroid biosynthesis (ko00100)
Unigene28278	2.48	2.05	Phospholipase C [EC:3.1.4.3] (K01114)	Ether lipid metabolism (ko00565)
**Defense related**				
Unigene25741	1.49	2.35	Serine/threonine-protein kinase PBS1 [EC:2.7.11.1] (K13430)	Plant-pathogen interaction (ko04626)
Unigene567	1.42	9.42	Serine/threonine-protein kinase PBS1 [EC:2.7.11.1] (K13430)	Plant-pathogen interaction (ko04626)
Unigene66077	2.47	9.36	LRR receptor-like serine/ threonine-protein kinase [EC:2.7.11.1] (K13420)	Plant-pathogen interaction (ko04626)
Unigene22762	1.13	1.29	Guanine nucleotide-exchange factor (K13462)	Plant-pathogen interaction (ko04626)
Unigene13928	1.03	1.45	L-ascorbate peroxidase [EC:1.11.1.11] (K00434)	Ascorbate and aldarate metabolism (ko00053)
Unigene814	-1.64	-2.20	(S)-2-hydroxy-acid oxidase [EC:1.1.3.15] (K11517)	Peroxisome (ko04146)
Unigene71586	-2.66	-4.26	Nitric-oxide synthase, plant [EC:1.14.13.39] (K13427)	Plant-pathogen interaction (ko04626)
**Transport**				
Unigene26611	-1.57	-1.38	Preprotein translocase subunit SecA (K03070)	Protein export (ko03060)
Unigene15161	1.20	1.54	Preprotein translocase subunit YidC (K03217)	Protein export (ko03060)
Unigene67494	1.23	1.69	Calreticulin (K08057)	Protein processing in endoplasmic reticulum (ko04141)
Unigene49593	1.73	1.39	Syntaxin 1B/2/3 (K08486)	SNARE interactions in vesicular transport (ko04130)
Unigene24327	1.70	1.89	ATP-binding cassette, subfamily B (MDR/TAP), member 1 (K05658)	ABC transporters (ko02010)
Unigene11045	1.85	10.42	ATP-binding cassette, subfamily B (MDR/TAP), member 1 (K05658)	ABC transporters (ko02010)
**Others**				
Unigene71221	-1.70	-2.87	Lipoxygenase [EC:1.13.11.12] (K00454)	alpha-Linolenic acid metabolism (ko00592)
Unigene66023	1.16	12.11	Cinnamoyl-CoA reductase [EC:1.2.1.44] (K09753)	Phenylpropanoid biosynthesis (ko00940)
Unigene66508	1.31	1.59	Cinnamyl-alcohol dehydrogenase [EC:1.1.1.195] (K00083)	Phenylpropanoid biosynthesis (ko00940)
Unigene27448	1.16	4.72	Cinnamyl-alcohol dehydrogenase [EC:1.1.1.195] (K00083)	Phenylpropanoid biosynthesis (ko00940)
Unigene61973	1.39	1.78	Fatty acyl-ACP thioesterase B [EC:3.1.2.14 3.1.2.-] (K10781)	Fatty acid biosynthesis (ko00061)
Unigene70702	-1.58	-1.43	Riboflavin kinase [EC:2.7.1.26] (K00861)	Riboflavin metabolism (ko00740)
Unigene58109	-2.18	-6.54	Cytochrome P450, family 3, subfamily A [EC:1.14.14.1] (K07424)	Steroid biosynthesis (ko00100)
Unigene69626	1.28	1.44	Cytochrome P450, family 72, subfamily A, polypeptide 1 (secologanin synthase) [EC:1.3.3.9] (K13400)	Monoterpenoid biosynthesis (ko00902)
Unigene27145	2.05	1.55	Gamma-glutamyltranspeptidase [EC:2.3.2.2] (K00681)	Glutathione metabolism (ko00480)
Unigene44406	1.46	2.49	Bifunctional dihydroflavonol 4-reductase/flavanone 4-reductase [EC:1.1.1.219] (K13082)	Flavonoid biosynthesis (ko00941)
Unigene60959	1.61	2.97	Tyrosine decarboxylase [EC:4.1.1.25] (K01592)	Tyrosine metabolism (ko00350)
Unigene63956	-2.63	-3.45	Hydroxypyruvate reductase 2 (K15919)	Glyoxylate and dicarboxylate metabolism (ko00630)
Unigene67243	1.05	1.02	Adenine phosphoribosyltransferase [EC:2.4.2.7] (K00759)	Purine metabolism (ko00230)
Unigene68035	10.71	9.84	Cytosine deaminase (K01485)	Pyrimidine metabolism (ko00240)
Unigene21052	-1.47	-2.88	Cysteine synthase A [EC:2.5.1.47] (K01738)	Cysteine and methionine metabolism (ko00270)
Unigene27404	2.66	9.16	high mobility group protein B1 (K10802)	Base excision repair (ko03410)
Unigene28613	1.93	3.49	Aldehyde dehydrogenase (NAD^+^) [EC:1.2.1.3] (K00128)	
Unigene63233	1.12	1.49	translation initiation factor eIF-5A (K03263)	
Unigene67559	-2.05	-6.44	cytochrome P450 [EC:1.14.-.-] (K00517)	
Unigene43786	-1.34	-5.79	cytochrome P450 [EC:1.14.-.-] (K00517)	
Unigene72576	1.60	1.66	cytochrome P450 [EC:1.14.-.-] (K00517)	
Unigene74562	-1.36	-3.55	E3 ubiquitin-protein ligase BRE1 [EC:6.3.2.19] (K10696)	
Unigene29179	-3.74	-9.39	E3 ubiquitin-protein ligase SHPRH (K15710)	
Unigene65959	1.26	1.47	[EC:2.7.1.-] (K00924)	
Unigene57553	1.05	3.55	ribonuclease T2 [EC:3.1.27.1] (K01166)	
Unigene25451	9.55	9.79	translation initiation factor IF-2 (K02519)	
Unigene27056	1.54	1.40	diacylglycerol kinase-like protein (K07029)	
Unigene13799	2.26	4.66	xyloglucan:xyloglucosyl transferase [EC:2.4.1.207] (K08235)	
Unigene70366	1.65	3.83	hypothetical protein (K09122)	
Unigene72849	2.96	8.74	aquaporin TIP (K09873)	
Unigene49577	-4.60	-4.50	histone H3 (K11253)	
Unigene19773	1.66	2.01	nucleolin (K11294)	
Unigene61235	-1.98	-2.25	WD repeat-containing protein 23 (K11801)	
Unigene26011	1.57	1.04	Niemann-Pick C1 protein (K12385)	
Unigene30461	4.75	3.88	beta-aspartyl-peptidase (threonine type) [EC:3.4.19.5] (K13051)	
Unigene15169	1.05	12.68	beta-mannan synthase [EC:2.4.1.32] (K13680)	
Unigene25344	2.29	1.60	solute carrier family 23 (nucleobase transporter) (K14611 )	
Unigene38865	2.16	4.03	serine carboxypeptidase-like clade IV [EC:3.4.16.-] (K16298)	

Analysis of the 14 DEGs related to energy metabolism revealed that the 11 DEGs related to photosynthesis in the chloroplasts were significantly down-regulated and the two DEGs correlated to oxidative phosphorylation in the mitochondria were up-regulated after PaWB *Phytoplasma* infection. The protein products of the genes involved in the photosynthesis pathway were all important components of photosynthetic complexes, including components of photosystem I (Unigene23994 and Unigene41021), photosystem II (Unigene57786, Unigene70434, Unigene73155, Unigene67411 and Unigene40507), F-type H^+^-transporting ATPase (Unigene 27161 and Unigene72265) and antenna proteins (Unigene57813 and Unigene65637). The analysis of the DEGs involved in energy metabolism indicated that infection by PaWB *Phytoplasma* influenced the energy metabolism of paulownia mainly via the suppression of photosynthesis.

Of the 14 DEGs associated with the translation process, five DEGs were up-regulated and nine DEGs were down-regulated after PaWB *Phytoplasma* infection. Of the five up-regulated DEGs, two were related to aminoacyl-tRNA biosynthesis (Unigene60861 and Unigene50004), one to cytoplasm ribosomes (Unigene44862) and two to plastid ribosomes (Unigene12998 and Unigene53304). Of the nine down-regulated DEGs, seven were related to chloroplast ribosomes (Unigene77, Unigene52586, Unigene24837, Unigene60918, Unigene68812, Unigene1219 and Unigene62803), one to cytoplasm ribosomes (Unigene37795) and one to RNA transport (Unigene74177). These results suggested that the translation process in chloroplasts was significantly suppressed after *Phytoplasma* infection, but the translation processes in the cytoplasm or mitochondria were neither significantly enhanced nor suppressed.

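Unigene62803, annotated in Table 4 as a chloroplastic elongation factor EF-Tu, is the unigene of this list that a tag could be linked to. The forward primer of its qRT-PCR assay in Table 5, GGTCATGCCTGGTGATCGTG, contains a CATG site and shares 17 consecutive bases with the tag CATGCCTGGTGATCGTGTGAA. A related gene can share these bases, so the link rests on the primer alone. This tag had 667 copies in TH and 319 in TD, or 192 TPM (95% Poisson interval 178 to 207) and 92.1 TPM (82.2 to 103). In the field grown group it had 157 copies in FH and 64 in FD, or 47.8 TPM (40.6 to 55.8) and 18.3 TPM (14.1 to 23.4). The log2 ratio was -1.06 in the tissue cultured group (95% exact binomial interval -1.26 to -0.86) and -1.38 in the field grown group (-1.83 to -0.95), and the tag was called in both. The paper's reported values for the unigene, over all of its tags, are -1.04 and -1.47. The ratios of the 2 groups differed by less than the counting error. From this unigene and the other chloroplast genes it lists, the paper proposes that translation in chloroplasts was suppressed after infection.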

The DEGs involved in carbohydrate metabolism were mainly associated with cell wall biosynthesis and degradation. UDP-glucose 4-epimerase (Unigene65685), α-galactosidase (Unigene68516) and inositol oxygenase (Unigene23754) were involved in the biosynthesis of the nucleotide sugar precursors of cell-wall matrix polysaccharides. Cellulose synthase A (Unigene35494 and Unigene112), pectinesterase (Unigene36507 and Unigene67084) and beta-glucosidase (Unigene66203) were involved in the formation, modification and degradation of cell-wall matrix polysaccharides. Fructokinase (Unigene74438) was an important enzyme involved in metabolism of fructose, a sugar that accounts for half of the sucrose-derived carbon. 

Among the common DEGs in the two experimental groups, 12 DEGs were related to plant hormones. eight were involved in the biosynthesis of several hormones and four were correlated with hormone signal transduction. Phospholipase A2 (Unigene68742) and enoyl-CoA hydratase/ 3-hydroxyacyl-CoA dehydrogenase (Unigene6332) were possibly correlated with jasmonic acid biosynthesis. Isopentenyl diphosphate isomerase (*IPI*, Unigene1276), adenylate isopentenyltransferase (*IPT*, Unigene22539 and Unigene554) and cytokinin trans-hydroxylase CYP735A (Unigene73098) were involved in cytokinin biosynthesis. Farnesyl diphosphate synthase (Unigene10488) and xanthoxin dehydrogenase (Unigene4457) were related to abscisic acid biosynthesis. Phytochrome-interacting factor 3 (Unigene26784) and auxin influx carrier (Unigene74076) were involved in hormone signal transduction and delta24-sterol reductase (Unigene70471) and phospholipase C (Unigene28278) were correlated to hormone signal responses [19–21]. These results indicated that *Phytoplasma* infection significantly influenced the biosynthesis and signal transduction of several plant hormones, which may cause the symptoms seen in diseased plants.

The DGE results showed that five potential defense-related genes were induced after infection with PaWB *Phytoplasma*. Four of them encoded transcription factors and protein kinases, namely serine/threonine-protein kinase PBS1 (Unigene25741 and Unigene567), LRR receptor-like serine/ threonine-protein kinase (Unigene66077) and guanine nucleotide exchange factor (GEF) (Unigene22762). The remaining gene encoded L-ascorbate peroxidase (Unigene13928). Interestingly, two DEGs encoding (*S*)-2-hydroxy-acid oxidase (Unigene814) and nitric-oxide synthase (Unigene71586) were down-regulated after *Phytoplasma* infection. These results suggested that defense responses were induced but not completely and effectively activated to kill the *Phytoplasma* in the diseased plants.

### Comparison of DGE tag data with the qRT-PCR expression pattern

We used qRT-PCR to analyze the expressions of eleven selected genes in order to validate the gene expression differences revealed by the DGE experiments. The real-time PCR primers were shown in Table 5.The group consisted of three down-regulated genes in both the field grown group and tissue cultured group, i.e. Unigene 27161, Ungene72265, Unigene62803, Unigene 30678, Unigene 35113, Unigene 47302, Unigene 58109; two up-regulated genes Unigene66203, Ungene27404, Unigene68516; one gene up-regulated in the field grown group but down-regulated gene in the tissue cultured group and encoded the ABC transporter family protein (unigene 70267). 

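The primers were also searched among the tags, as the sequences in the paper that can tie a tag to a unigene. Of the 22 primers of the 11 genes, 1 contains a CATG site. Among the 301815 distinct tags, 1 tag shared at least 15 consecutive bases with a primer, in either orientation, and the primer is that of Unigene62803. Requiring at least 13 or at least 17 bases also gave 1 tag. The tags of the other genes in Table 5 were not analysed here.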

The PCR experiments for each gene were performed using three biological replicates. The results obtained by qRT-PCR were consistent with the DGE analysis results (Figure 6), which suggested that the gene expression changes detected by DGE analysis were reliable.

**Table 5:** Primer sets used in the qRT-PCR analysis.

Predicted function of gene	Primer name	Nucleotide sequence (5′3′)
ATP synthase CF1 alpha subunit protein	27161F	TTGCAGAATTAGAAGCCTTTG
	27161R	GGAGCTGATTGGGATTGTTTA
ABC transporter family protein	70267F	GAGGCGTGTTAATGGTCAGT
	70267R	AGCCGATTGTAGTATCTTCTTGTA
ATP synthase delta chain, putative	72265F	CACAAGAACTTCATTCCTCCATT
	72265R	GACAGCCTCTTCACATCCCTC
Elongation factor EF-Tu [EC:3.6.5.3]	62803F	GGTCATGCCTGGTGATCGTG
	62803R	AGCACCTACAGTCTTCCCACCTT
High mobility group family	27404F	CCTCCTCTTCTTCGTCTTCTG
	27404R	CTGCTGGCTTCTTCTTGGTCT
Beta-glucosidase-related glycosidases	66203F	GTGGCTGATGCTCTGTTTGG
	66203R	CTTGCCCGGGTTTAGTTGTA
Cinnamyl-alcohol dehydrogenase [EC:1.1.1.195]	30678F	CTGCGCCAAACAGATTCTCAC
	30678R	CAACGGACGACGAAATGCTC
Ubiquitin carboxyl-terminal hydrolase L3	35113F	TCTCTCCACATTGTTTCTTTAGGG
	35113R	AGATTGTTGTTTGACTTGAGATGCT
Inorganic pyrophosphatase [EC:3.6.1.1]	47302F	AGATAGCAGACGAATGAATGTAGCC
	47302R	CGTAACAACCTTGCCAAAAATG
Acyl-CoA oxidase [EC:1.3.3.6]	58109F	TTTGAGCTTGCCCCGACAT
	58109R	GTTTACGCAGCAGGAGAGGAG
Methylsterol monooxygenase [EC:1.14.13.72]	68516F	ACATCGTGATACAGCCTTTTTG
	68516R	CCATCCGCTAATCTCCCATAA

**Figure 6:**
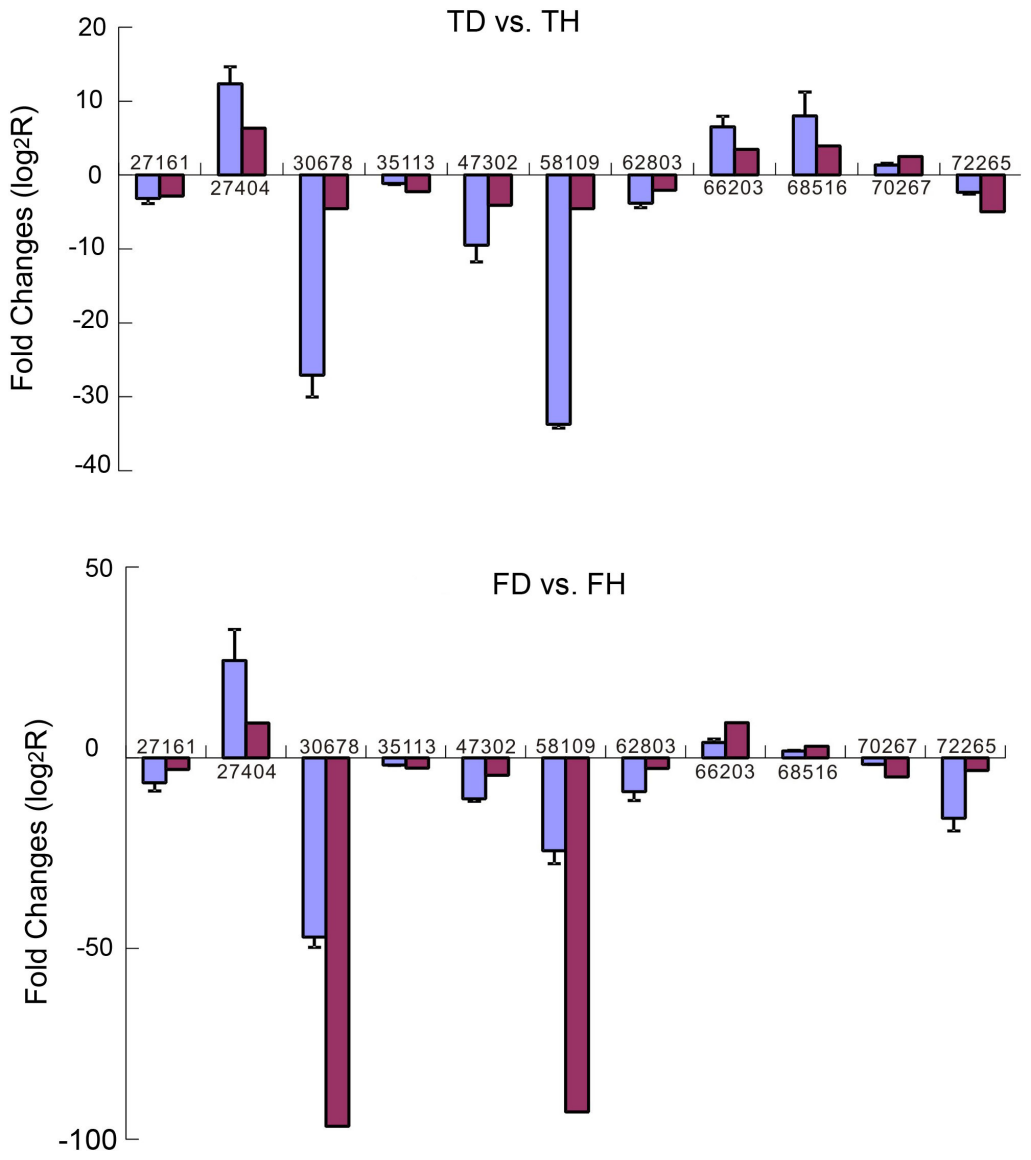
Validation of relative expression levels of the transcripts selected from the DGE analysis results using quantitative RT-PCR (qRT-PCR). Expression profiles of the seven selected genes were determined by qRT-PCR (Blue) and DGE (Red). The signal intensity of each transcript was normalized using actin. The predicted function of each gene is shown in Table 5. The error bars represent the standard deviations of the qRT-PCR signals from each of the three independent samples.

## Discussion

Understanding the plant responses to pathogen infection requires a comprehensive evaluation of the changes in the gene expression profiles induced by pathogens. RNA-Seq and DGE techniques, based on next generation sequencing, are powerful methods that are used to study gene expression changes in plant hosts induced by pathogen infection, especially for plants where the genome sequence is not unavailable [22]. We used RNA-Seq combined with DGE to study the gene expression alterations in paulownia caused by PaWB *Phytoplasma* infection. To our knowledge, this is the first study on the gene expression profile of paulownia at the whole genome level. Our study provides comprehensive information on both paulownia gene expression and PaWB infection and provides a foundation for further study into paulownia and PaWB *Phytoplasma* infection. Our RNA-Seq analysis identified a total of 74,831 unigenes in paulownia and produced a database of unigene sequences for further analysis. Furthermore, DGE analysis of diseased and healthy cultured and field grown paulownia revealed that important biological processes were affected by PaWB *Phytoplasma* infection, such as plant hormone, photosynthesis and carbohydrate metabolism, which gave insights into the molecular mechanism behind the interaction between paulownia and PaWB *Phytoplasma*.

### Changes to hormone biosynthesis and their effect on plant symptoms

Plant hormones are thought to be involved in symptom formation by *Phytoplasma*, such as witches’-broom or dwarf symptoms [23,24]. It has been reported that increased cytokinin levels (CK) may induce witches’-broom or proliferation symptoms and that auxins had anti-*Phytoplasma* activity [25,26]. Our DGE analysis showed that several genes involved in the biosynthesis of cytokinin and abscisic acid (ABA) were influenced by PaWB *Phytoplasma* infection (Figure 7), which indicated that the typical symptoms of PaWB *Phytoplasma* infection might be due to changes in the expressions of CK and ABA-related genes.

**Figure 7:**
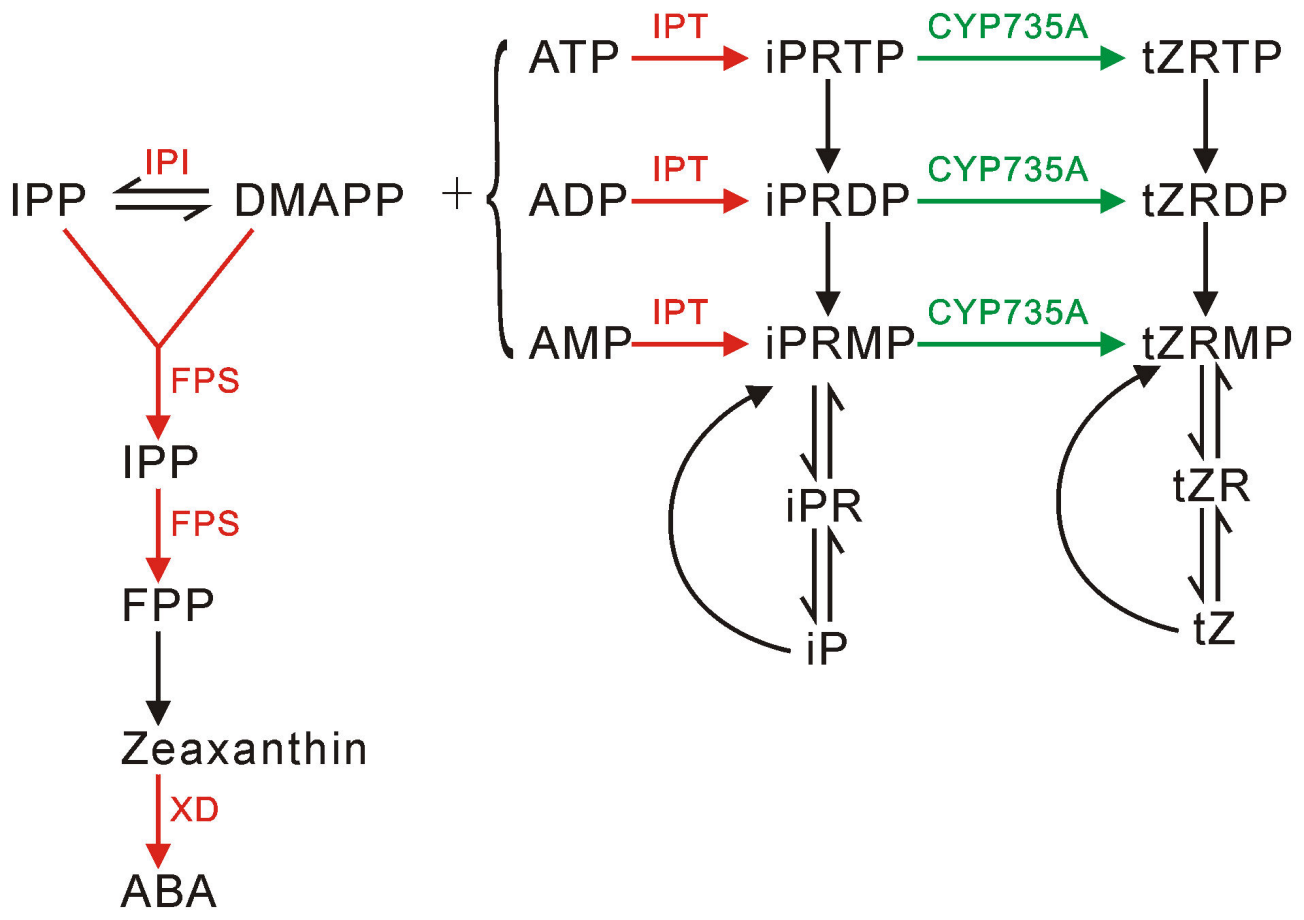
A model for cytokinin (CK) and abscisic acid (ABA) biosynthesis in paulownia infected with PaWB *Phytoplasma*. In plants, CKs are synthesized mainly through two pathways, namely cis-zeatin (cZ) biosynthesis and trans-zeatin (tZ) biosynthesis. Dimethylallyl diphosphate (DMAPP) is the common substrate for both pathways and is formed through isomerization of isopentenyl diphosphate (IPP), catalyzed by isopentenyl diphosphate isomerase (IPI).. Trans-zeatin biosynthesis, which is the main pathway for cytokinin synthesis in most plants, produces isopentenyladenine (iP)-type and tZ-type CKs. Adenylate isopentenyltransferases (IPT) catalyze the reaction between DMAPP and AMP/ADP/ATP to produce iP-nucleotides, which are then converted to tZ-nucleotides by cytokinin trans-hydroxylase (CYP735A). For ABA biosynthesis, farnesyl diphosphate synthase (FPS) catalyzes the synthesis of the isoprenoid precursors from both IPP and DMAPP and xanthoxin dehydrogenase (XD) catalyzes the last step in ABA formation. The up-regulated and down-regulated genes in paulownia after PaWB *Phytoplasma* infection are indicated in red and green, respectively. cZR: cZ riboside, GPP: geranyl diphosphate, FPP: farnesyl-diphosphate; iPRTP: iP riboside 5′-triphosphate; iPRDP: iP riboside 5′-diphosphate; iPRMP: iP riboside 5′-monophosphate; iPR: iP riboside; tZRTP: tZ riboside 5′-triphosphate; tZRDP: tZ riboside 5′-diphosphate; tZRMP: tZ riboside 5′-monophosphate; tZR: tZ riboside.

After PaWB *Phytoplasma* infection, the expressions of paulownia genes encoding isopentenyl diphosphate isomerase (*IPI*, Unigene1276) and adenylate isopentenyltransferase (*IPT*, Unigene22539 and Unigene554) were enhanced, but cytokinin trans-hydroxylase CYP735A (Unigene73098) was suppressed. IPI is considered to be a checkpoint for isoprenoid biosynthesis and CK biosynthesis and IPT catalyzes the first and rate-limiting step of trans-zeatin (tZ) biosynthesis [27-30]. Up-regulation of paulownia genes encoding IPI and IPT may increase the concentration of CKs. Down-regulation of the paulownia gene encoding CYP735A would affect the conversion of isopentenyladenine (iP)-nucleotide to tZ-nucleotide. Our results for the genes involved in cytokinin biosynthesis suggested that the total CK content may have risen due to the increased expressions of paulownia IPT, caused by the PaWB *Phytoplasma*, and most CKs may exist as iP-type form. The expression of genes involved in auxin biosynthesis did not change significantly after PaWB infection in our study, which indicated that auxin content had neither dramatically increased nor decreased. The increased CK levels and the relatively constant auxin levels would result in an elevated cytokinin/auxin ratio, which may induce apical dominance and the formation of lateral buds, as suggested by previous investigations [31,32]. The increase in the number of lateral buds would result in witches’-broom symptoms. In conclusion, our investigation suggested that cytokinin might be a key phytohormone related to the formation of witches’-broom, which is the major symptom shown by paulownia when it is infected by PaWB *Phytoplasma*.

After PaWB *Phytoplasma* infection, the genes encoding farnesyl diphosphate synthase (*FPS*, unigene 10488) and xanthoxin dehydrogenase (XD) were up-regulated. FPS is considered a key enzyme in isoprenoid biosynthesis, which supplies carotenoid precursors for ABA biosynthesis, and XD catalyzes the last steps in the main ABA biosynthetic pathway [33-35]. The ABA content may increase as a result of the up-regulation of genes encoding FPS and XD. Previous studies demonstrated that ABA was a stress-related signaling molecule [36-38], which could inhibit stem elongation and shoot growth [39,40]. Therefore, the results suggest that the smaller leaves and shorter internode symptoms expressed after PaWB *Phytoplasma* infection may be associated with an increase in ABA. 

### Changes in cell wall metabolism and their effects on carbohydrate accumulation

Previous studies showed that the concentration and translocation of carbohydrates in plants were influenced by *Phytoplasma* infection [41-44]. Sugars and starch accumulated in the leaves of *Phytoplasma*-infected periwinkle, tobacco, corn and coconut palm [45,46]. Similarly, lethal yellowing *Phytoplasma* infection led to the accumulation of sugars and starch in the intermediate and upper leaves of coconut palms [47]. Therefore, *Phytoplasma* may alter the activity of specific enzymes involved in carbohydrate metabolism in infected plants in order to meet their requirements for energy, growth and spread [7]. Studies on grapevines infected by ‘Bois noir’ *Phytoplasma* suggested that BN *Phytoplasma* infection influenced the gene expression of enzymes involved in sucrose metabolism and callose deposition [7]. Our DGE analyses suggested that PaWB *Phytoplasma* infection may alter the expressions of a number of genes involved in cell wall biosynthesis and degradation and thus influence the carbohydrate metabolism of plants in order to satisfy their energy needs for growth and spread. 

Cellulose and pectin are the main components of plant cell wall polysaccharides and are formed by the polymerization of the nucleotidyl monosaccharide precursors [48]. In turn, the degradation of cellulose and pectin by specific enzymes generates disaccharides and monosaccharides. UDP-glucose 4-epimerase (Unigene65685), α-galactosidase (Unigene68516) and inositol oxygenase (Unigene23754) facilitate the biosynthesis of the nucleotide sugar precursors and cellulose synthase A (Unigene35494 and Unigene112) catalyzes the formation of cellulose [49,50]. Beta-glucosidase (Unigene66203) is a rate-limiting factor during the enzymatic hydrolysis of cellulose [51] and pectinesterase (Unigene36507 and Unigene67084) catalyzes the first step of pectin hydrolysis [52]. Fructokinase (Unigene74438) plays an important role in maintaining the flux of carbon towards cell wall nucleotidyl monosaccharide precursors, and the inhibition of fructokinase activity led to the accumulation of soluble neutral sugars and a decrease in hexose phosphates and UDP-glucose [53]. Our DGE results suggested that only the DEGs encoding fructokinase were down-regulated after *Phytoplasma* infection. The other above-mentioned DEGs were all up-regulated. Based on these results, we suggest that in diseased plants, both the formation of cellulose and the degradation of cellulose and pectin were enhanced, which might result in the accumulation of monosaccharides rather than nucleotidyl monosaccharides. 

### Changes in genes involved in photosynthesis

Previous studies revealed that genes encoding proteins involved in photosynthesis were down-regulated by biotic damage [54]. It has also been reported that *Phytoplasma* diseases caused a marked reduction in photosynthetic whole chain activity (mainly photosystem II activity) due to the loss of several thylakoid membrane proteins and a reduction in leaf soluble proteins [26]. In this study, 11 genes involved in the photosynthesis pathway were significantly down-regulated in the infected paulownia. These genes all encoded important photosynthetic complex components, including core protein PsaB (Unigene23994) and subunit II PsaD (Unigene41021) in photosystem I; core protein PsbA (Unigene57786), oxygen-evolving enhancer protein PsbP (Unigene70434), PsbQ (Unigene73155), 10 kDa protein PsbR (Unigene67411) and 22kDa protein PsbS (Unigene 40507) in photosystem II and subunit alpha (Unigene 27161), the delta subunit of F-type ATPase (Unigene72265), chlorophyll a/b binding protein LHCA2 (Unigene57813) and LHCA5 (Unigene65637) in light-harvesting complex I. In addition, seven genes associated with chloroplast ribosomes were significantly down-regulated in leaves with PaWB *Phytoplasma* infection, which indicated that the translation process in chloroplast ribosomes had been suppressed. These results suggest that PaWB *Phytoplasma* infection may result in a reduction in the gene expression of photosystem components at both the mRNA and the protein levels. Consequently, photosynthetic activity would be significantly repressed in infected leaves. In combination with the possible accumulation of monosaccharides, our results may support Christensen’s hypothesis that the accumulation of carbohydrates in source leaves led to photosynthesis feedback inhibition [23]. 

### Comparison between the field-grown condition and the tissue-cultured condition

As discussed above, there were many common DEGs and KEGG pathways after PaWB infection in both two groups. However, there were also differences between the two groups. First of all, the numbers of DEGs involved in the common KEGG pathways in field-grown group were usually larger than those in tissue-cultured group, and the expression change of the Unigenes in field-grown group were often bigger than those in tissue-cultured group. For example, in addition to the ten DEGs related to photosynthesis listed in Table 3, there were 10 more DEGs in field-grown group than in tissue-cultured group. In addition, several pathways associated with lipid metabolism in field grown condition were significantly inhibited after PaWB infection, and several important enzymes involved in those pathways were only down-regulated in field grown condition, such as acetyl-CoA acyltransferase (Unigene52895) and omega-3 fatty acid desaturase (Unigene46501). 

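Among the tags called in both groups, 1226 of 2123 (57.7%, 95% exact binomial interval 55.6% to 59.9%) had the larger absolute log2 ratio in the field grown group. Among those present in all 4 libraries, where no ratio depends on the value entered for a missing tag, the share was 64.4% of 1461. Over all called tags the order of the medians depended on the setting. The median absolute log2 ratio was 2.80 in the tissue cultured group and 2.61 in the field grown group, with 52.9% and 33.3% of the called tags missing from a library. Over the called tags present in all 4 libraries, it was 1.76 for 3956 tags and 2.13 for 6811 tags. In the paper's Table 4, 71 of the 100 unigenes have the larger absolute log2 ratio in the field grown group. These are unigenes with a KEGG annotation, and 0 of them changed in opposite directions, unlike the tags. In that table 19 ratios have a size of at least 7 and may rest on a small value entered for a missing unigene. Most of them stand in the field grown group. Tags are not independent replicates, and with 1 library per condition these sizes describe the libraries.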

The inhibition of lipid metabolism might influence biosynthesis and function of downstream metabolites, and further disturb the normal condition of paulownia in field grown condition. These results indicated that the gene expression changes in field grown paulownia were more significant than those in plants that had been tissue cultured. 

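In tags, the field grown comparison gave 1.25 times as many calls as the tissue cultured comparison. This ratio was 1.30 when each library was thinned to the size of the smallest and 1.66 when tags 1 base apart were merged, but 0.396 under an assumed coefficient of variation of 0.4, where fewer tags were called in the field grown group. From the larger number of DEGs in the shared pathways, the larger changes and the lipid metabolism genes that fell in the field grown group alone, the paper concludes that the changes in field grown paulownia were more significant than those in tissue culture.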

A possible reason for this was that the environmental conditions present during tissue culturing were more stable than the environmental conditions that the field grown paulownia experienced. A complicated outdoor environment might interfere or strengthen the plant responses to pathogens. 

In summary, this investigation undertook transcriptomic analyses of paulownia using RNA-Seq and DGE for the first time. RNA-Seq analysis provided mRNA sequence information for paulownia and further DGE analysis on healthy paulownia and PaWB *Phytoplasma* infected paulownias under two growth conditions revealed potential biological processes related to disease symptoms and *Phytoplasma* survival. Although the molecular functions of some genes and their associated pathways remain largely unknown, this study provides insights into the paulownia responses to PaWB *Phytoplasma* infection at a transcriptomic level and will facilitate further investigations into the mechanisms behind the interactions between paulownia plants and *Phytoplasma*.

## Supporting Information

Figure S1 Components of the raw tags in each sample. The percentages of tags containing N, adaptors, the tags with a of copy number < 2 and the number of clean tags among the total raw tags are shown in parentheses.
(TIF) Click here for additional data file.

Figure S2 Distribution of total clean tags (left) and distinct clean tags (right) in each sample. The numbers in square brackets indicate the range of copy numbers forof each tag category. and tThe percentages of corresponding tags percentages among the total clean tags are shown in parentheses. The numbers in square brackets indicate the range of copy numbers forof each tag category and the percentages of corresponding tags percentages among the distinct clean tags are shown in parentheses.
(TIF) Click here for additional data file.

Table S1 Significantly enriched KEGG pathways in the FH vs the FD groups. (DOC) Click here for additional data file.

Table S2 Significantly enriched KEGG pathways in the TH vs the TD groups. (DOC) Click here for additional data file.

# Supplementary material for: Transcriptomic Analysis of Paulownia Infected by Paulownia Witches'-Broom Phytoplasma
**Source:** PLoS One. 2013 Oct 10;8(10):e77217. doi: 10.1371/journal.pone.0077217
**Supplement:** Table S1

Table S1. Significantly enriched KEGG pathways in FHvsFD group.

| **Pathway ID** | **Pathway** | **Up-regulated genes** | **Down-regulated genes** | **P-value** | **KEGG Function Class** |
| --- | --- | --- | --- | --- | --- |
| ko00195 | Photosynthesis | 0 | 20 | 9.20E-09 | Metabolism; Energy Metabolism |
| ko00980 | Metabolism of xenobiotics by cytochrome P450 | 1 | 19 | 4.50E-06 | Metabolism; Xenobiotics Biodegradation and Metabolism |
| ko01040 | Biosynthesis of unsaturated fatty acids | 3 | 16 | 6.60E-06 | Metabolism; Lipid Metabolism |
| ko01100 | Metabolic pathways | 95 | 149 | 1.60E-04 | Metabolism; Overview |
| ko00592 | alpha-Linolenic acid metabolism | 4 | 17 | 1.70E-04 | Metabolism; Lipid Metabolism |
| ko00591 | Linoleic acid metabolism | 3 | 12 | 2.70E-04 | Metabolism; Lipid Metabolism |
| ko01070 | Biosynthesis of plant hormones | 23 | 48 | 3.70E-04 | Metabolism; Overview |
| ko00071 | Fatty acid metabolism | 3 | 17 | 5.50E-04 | Metabolism; Lipid Metabolism |
| ko00940 | Phenylpropanoid biosynthesis | 24 | 16 | 5.60E-04 | Metabolism; Biosynthesis of Other Secondary Metabolites |
| ko00906 | Carotenoid biosynthesis | 4 | 10 | 3.90E-03 | Metabolism; Metabolism of Terpenoids and Polyketides |
| ko00945 | Stilbenoid, diarylheptanoid and gingerol biosynthesis | 6 | 18 | 6.80E-03 | Metabolism; Biosynthesis of Other Secondary Metabolites |
| ko00941 | Flavonoid biosynthesis | 14 | 8 | 8.20E-03 | Metabolism; Biosynthesis of Other Secondary Metabolites |
| ko01061 | Biosynthesis of phenylpropanoids | 24 | 29 | 9.40E-03 | Metabolism; Overview |
| ko00480 | Glutathione metabolism | 4 | 11 | 1.20E-02 | Metabolism; Metabolism of Other Amino Acids |
| ko01062 | Biosynthesis of terpenoids and steroids | 19 | 23 | 1.30E-02 | Metabolism; Overview |
| ko00903 | Limonene and pinene degradation | 4 | 18 | 1.40E-02 | Metabolism; Metabolism of Terpenoids and Polyketides |
| ko00630 | Glyoxylate and dicarboxylate metabolism | 1 | 7 | 1.80E-02 | Metabolism; Carbohydrate Metabolism |
| ko00908 | Zeatin biosynthesis | 3 | 12 | 2.10E-02 | Metabolism; Metabolism of Terpenoids and Polyketides |
| ko04146 | Peroxisome | 5 | 15 | 2.20E-02 | Cellular Processes; Transport and Catabolism |
| ko00330 | Arginine and proline metabolism | 5 | 9 | 2.40E-02 | Metabolism; Amino Acid Metabolism |
| ko00901 | Indole alkaloid biosynthesis | 3 | 1 | 2.90E-02 | Metabolism; Biosynthesis of Other Secondary Metabolites |
| ko00100 | Steroid biosynthesis | 6 | 2 | 3.00E-02 | Metabolism; Lipid Metabolism |
| ko00965 | Betalain biosynthesis | 2 | 0 | 3.20E-02 | Metabolism; Biosynthesis of Other Secondary Metabolites |
| ko00900 | Terpenoid backbone biosynthesis | 5 | 4 | 4.50E-02 | Metabolism; Metabolism of Terpenoids and Polyketides |
| ko03010 | Ribosome | 12 | 15 | 4.80E-02 | Genetic Information Processing; Translation |

# Supplementary material for: Transcriptomic Analysis of Paulownia Infected by Paulownia Witches'-Broom Phytoplasma
**Source:** PLoS One. 2013 Oct 10;8(10):e77217. doi: 10.1371/journal.pone.0077217
**Supplement:** Table S2

Table S2. Significantly enriched KEGG pathways in THvsTD group.

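Table S1 lists a pathway when the genes called between FH and FD contain more of its members than a random draw from all genes with a KEGG annotation would give. The P-value is the hypergeometric probability of drawing at least as many, given the number of annotated genes, the number of those called and the size of the pathway. The columns of up-regulated and down-regulated genes divide the called members by direction and do not enter the P-value. The pathways are defined on unigenes, and since the tags were not matched to unigenes, the enrichment was not analysed here.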

| **Pathway ID** | **Pathway** | **Up-regulated genes** | **Down-regulated genes** | **P-value** | **KEGG Function Class** |
| --- | --- | --- | --- | --- | --- |
| ko00195 | Photosynthesis | 0 | 10 | 1.30E-05 | Metabolism; Energy Metabolism |
| ko00591 | Linoleic acid metabolism | 5 | 6 | 1.40E-05 | Metabolism; Lipid Metabolism |
| ko01100 | Metabolic pathways | 61 | 53 | 9.20E-05 | Metabolism; Overview |
| ko00592 | alpha-Linolenic acid metabolism | 6 | 6 | 3.00E-04 | Metabolism; Lipid Metabolism |
| ko00196 | Photosynthesis - antenna proteins | 0 | 5 | 3.90E-04 | Metabolism; Energy Metabolism |
| ko00980 | Metabolism of xenobiotics by cytochrome P450 | 5 | 4 | 1.30E-03 | Metabolism; Xenobiotics Biodegradation and Metabolism |
| ko01040 | Biosynthesis of unsaturated fatty acids | 3 | 5 | 3.30E-03 | Metabolism; Lipid Metabolism |
| ko00900 | Terpenoid backbone biosynthesis | 3 | 4 | 3.40E-03 | Metabolism; Metabolism of Terpenoids and Polyketides |
| ko00903 | Limonene and pinene degradation | 8 | 5 | 3.80E-03 | Metabolism; Metabolism of Terpenoids and Polyketides |
| ko00071 | Fatty acid metabolism | 5 | 5 | 4.00E-03 | Metabolism; Lipid Metabolism |
| ko00330 | Arginine and proline metabolism | 4 | 5 | 5.30E-03 | Metabolism; Amino Acid Metabolism |
| ko00941 | Flavonoid biosynthesis | 7 | 5 | 6.80E-03 | Metabolism; Biosynthesis of Other Secondary Metabolites |
| ko00590 | Arachidonic acid metabolism | 3 | 1 | 7.30E-03 | Metabolism; Lipid Metabolism |
| ko01070 | Biosynthesis of plant hormones | 16 | 15 | 8.30E-03 | Metabolism; Overview |
| ko00030 | Pentose phosphate pathway | 5 | 2 | 1.20E-02 | Metabolism; Carbohydrate Metabolism |
| ko03010 | Ribosome | 5 | 10 | 1.50E-02 | Genetic Information Processing; Translation |
| ko00906 | Carotenoid biosynthesis | 4 | 3 | 1.60E-02 | Metabolism; Metabolism of Terpenoids and Polyketides |
| ko01061 | Biosynthesis of phenylpropanoids | 14 | 11 | 1.70E-02 | Metabolism; Overview |
| ko00480 | Glutathione metabolism | 6 | 2 | 1.70E-02 | Metabolism; Metabolism of Other Amino Acids |
| ko00945 | Stilbenoid, diarylheptanoid and gingerol biosynthesis | 7 | 4 | 3.20E-02 | Metabolism; Biosynthesis of Other Secondary Metabolites |
| ko04146 | Peroxisome | 3 | 7 | 3.30E-02 | Cellular Processes; Transport and Catabolism |
| ko00940 | Phenylpropanoid biosynthesis | 12 | 4 | 3.40E-02 | Metabolism; Biosynthesis of Other Secondary Metabolites |
| ko00010 | Glycolysis / Gluconeogenesis | 8 | 4 | 4.50E-02 | Metabolism; Carbohydrate Metabolism |

How the deposited data were processed for this re-analysis (not part of the article)

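Transcript tags were measured in 4 DGE libraries of paulownia, from tissue cultured healthy (TH) and diseased (TD) plants and from field grown healthy (FH) and diseased (FD) plants, each a pool of 3 individuals. The mapping of the libraries to conditions came from the sample labels and from the paper's own list, which name them alike.

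For each library the authors deposited the copy number of every distinct clean tag, an unnormalized count, and its TPM, which the authors normalized to the clean tags of the library. According to the paper's methods, the libraries were sequenced in reads of 35 bp, adaptors, empty tags, tags with unknown bases and tags with a copy number of 1 were removed, and tags of 21 bases remained. The versions of the programs used for this are not given in the sources used here. The deposited TPM values are the deposited copies over the library total, and every tag listed begins with CATG and has at least 2 copies. The paper then assigned unambiguous tags to unigenes, summed them per unigene and tested unigenes. That step needs the unigene sequences, which were not used here, so all results here are per tag, and the counts of called tags and the paper's counts of called genes measure different things. The planned comparison of counts per gene and its alternatives on strand and CATG site were not run for this reason.

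From the copy numbers, the following was computed. The 2 libraries of each growth group were compared with the Audic-Claverie test (two-sided, from the conditional distribution of the copies given the clean tag totals), with the Benjamini-Hochberg FDR over all tags listed in either library. A tag was called at FDR ≤ 0.001 and an absolute log2 ratio of TPM of at least 1, the thresholds the paper sets. A tag missing from a library was tested as 0 copies and entered its ratio at 3 copies. With 1 library per condition this test compares the libraries and carries no error between plants. The one fit in which a spread between libraries enters used all 4 libraries in edgeR 4.0.16 (quasi-likelihood test, TMM factors, growth condition as a covariate, its own filter on low counts), and DESeq2 1.42.0 in R 4.3.3 was the alternative. Intervals are 95% exact binomial (Clopper-Pearson) for shares and ratios and 95% exact Poisson for TPM. Since PCR copies are not independent molecules, they cover counting error only. Shares of tags or of pairs of tags have exact binomial intervals that treat the tags as independent, and the mean GC has a bootstrap interval over tags. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.

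The libraries held between 3287059 and 3493642 clean tags, so that a tag at 2 copies stood at about 0.6 TPM and a tag below that was not listed. The Audic-Claverie test and the edgeR quasi-likelihood fit were also run on simulated libraries with known changes. The other tests were not.

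The alternatives set before the data were examined were, for the calls, Fisher's exact test, a minimum of 10 copies over the pair, TMM factors, missing tags entered as 1 copy, merging of tags 1 base from a tag with at least 20 times their copies, thinning to the smallest library, and an edgeR exact test with an assumed coefficient of variation of 0.4. Chosen after the data were seen were the merging of tags 1 base apart at any ratio of copies, the removal of the median log2 ratio at each GC level, a value of 5 copies for missing tags and a restriction to tags present in all 4 libraries.

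The tags named in the text were chosen by a rule written before the data were examined: the 3 tags with the highest mean TPM; among tags called in both groups, the 3 higher and the 3 lower ones, and the 2 of each opposite pattern, with the highest mean TPM; in each comparison the called tag with the highest TPM in the library where it is higher, in each direction; every tag matched by a primer of Table 5; and the 2 most abundant tags found in both diseased and in neither healthy library. The last are given by their counts alone, since which organism they come from was not settled. No gene name is given to a tag except through a primer.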

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

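Of the tests in this part, those on tags with at least 10 copies in both diseased and in neither healthy library were set before their results were seen, as were those on the share of partners 1 base apart that changed in opposite directions. The other tests on partners 1 base apart and those on tags called in opposite directions in the 2 comparisons were chosen after the result was seen.

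A difference between the growth groups: 539 of the 2123 tags called in both comparisons (25.4%) changed in opposite directions. With 1 library per condition the difference between the groups was not tested against the spread between plants. For the most abundant of them, the log2 ratio in the tissue cultured group minus that in the field grown group was 5.18 for CATGTTTCTTGAATAAAATAG, 4.03 for CATGTGGTTCAGGCTGCAAGT, -6.83 for CATGATCTATGTGAATGTAGG and -6.06 for CATGATCTATGTGAATGCAGG. CATGATCTATGTGAATGTAGG had 7864 copies in TH, 487 in TD, 793 in FH and 5945 in FD, and CATGATCTATGTGAATGCAGG, which lies 1 base from it, had 5380, 1034, 221 and 3018. The tables argue against 3 technical explanations as the whole cause. If the healthy and diseased labels of 1 group were exchanged, fewer tags than in random draws would share a direction, but 74.6% did, against 54.8% in the draws. If abundant tags had distorted the totals, TMM factors would remove most of the pattern, but 550 such tags were called with them. If sequence variants of 1 base within a tag were behind it, merging tags 1 base apart would remove most of it, but 24.4% of the common tags still changed in opposite directions. A response to infection that depends on the growth condition, a difference in tissue or age between the plants of the groups, and chance differences between the pooled plants stay open and were not tested, since each condition has 1 library.

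A second difference between the growth groups: among called tags 1 base apart of which neither had 20 times the copies of the other over the 4 libraries, 768 of 2049 pairs (37.5%, 95% exact binomial interval 35.4% to 39.6%) changed in opposite directions between TD and TH, but 22 of 2354 (0.935%, 0.587% to 1.41%) between FD and FH. Between a tissue cultured and a field grown library the share ranged from 13.1% (TD and FH) to 25.5% (TD and FD). Sequencing errors argue poorly for it: tags 1 base from a tag with at least 20 times their copies changed against it in 4.54% of such pairs between TD and TH, since an error follows its source. Near-identical genes that respond in opposite ways to infection in both growth groups could not be tested for most pairs. They would give opposite pairs in the field too, where 22 of 2354 called pairs were opposite, but those are mostly other pairs. Of the 768 pairs, 1 was opposite in FD and FH too and 19 changed in the same direction there. In 634 of the 768 pairs a tag was listed in neither field grown library, so no response of that tag could be seen there. A response below 2 copies would be missed. A candidate explanation is that the healthy and diseased tissue cultured plants differed in sequence variants, so that 1 plant material carries 1 form of a tag and the other carries its partner. Then the summed copies of a pair would change little. They stayed within 2-fold between TH and TD in 77.5% of the pairs (74.4% to 80.4%), against 67.7% of random pairs of a higher and a lower tag of like abundance. At least 1 tag of the pair was missing from TH or TD in 94.8% of the pairs, against 86.8% of the random pairs. Near-identical genes that respond in opposite ways, in both growth groups or in tissue culture alone, stay open. The paper introduces paulownia as a cross of Paulownia fortunei and P. tomentosa. It does not say whether the healthy and diseased plants came from the same clone. If the plants differed in genotype, part of the calls between TD and TH would come from that and not from infection. How large that part is was not settled. A test set beforehand for sequence variants as the cause of the called tags was not met. The share of opposite partners between TD and TH was 37.5%, under 50%. After tags 1 base apart were merged, 7807 tags were called, against 10586 before, but neither this nor the share of opposite partners covers variants of more than 1 base, lost CATG sites or genotype differences in expression.

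A signal outside the tags the paper discusses: 133 tags had at least 10 copies in both TD and FD and were listed in neither TH nor FH. The reverse pair, TH and FH without the diseased libraries, gave 36 tags, and the mixed pairs gave 72 (TH and FD) and 18 (TD and FH). Pairs within a growth group gave 2454 (TH and TD) and 2223 (FH and FD). The 133 tags held 0.147% of the copies in TD and 0.136% in FD. The most abundant had 511 copies in TD and 101 in FD, and the next had 76 and 432. The number was 1.85 times that of the larger mixed pair, where a ratio up to 1.5 was set beforehand as what chance would give. The mixed pairs themselves differed by more than this, with 72 tags against 18. The ratio therefore does not exclude chance absence of rare tags. Errors of abundant tags are argued against, as 6.77% of the tags lay 1 base from a tag with 20 times their copies. Transcripts of the phytoplasma, whose genomes are known to be poor in GC, are a candidate source. The design limits this, since the libraries were made from poly(A)-containing mRNA captured with oligo(dT). A bacterial transcript without a poly(A) tail would be captured poorly. The median GC of the 17 bases was lower than that of the 36 healthy-only tags by 1 base, a difference of -5.88 percentage points, past the 5 points set beforehand. This test does not decide, because tags present in all 4 libraries, which cannot be the pathogen's alone, show the same trend. Those called higher in both diseased libraries had a mean GC of 31.0%, inside the interval of the 133 tags (mean 31.3%, bootstrap interval 29.2% to 33.4%), and those called lower in both had 36.7%. Phytoplasma transcripts and host transcripts raised by infection therefore cannot be told apart by GC content. No genome of either organism was used here.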

How the results depend on the processing

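The merging of tags 1 base apart at any ratio, the removal of the GC trend, the value of 5 copies and the restriction to tags of all 4 libraries were chosen after the data were seen. The other alternatives were set before the data were examined.

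Over Fisher's exact test, the minimum of 10 copies, TMM factors, missing tags as 1 copy, merging at 20 times the copies, thinning, merging at any ratio and removal of the GC trend, the tags called between FD and FH stayed between 12033 and 15497, those between TD and TH between 7807 and 12078, the common tags between 1868 and 2470, and the common tags of opposite direction between 499 and 643. The alternative that moved all of these was the edgeR exact test with an assumed coefficient of variation of 0.4, under which 694 tags were called between FD and FH, 1753 between TD and TH and 18 in both, 7 of them in opposite directions. The ratio of the calls of the field grown to the tissue cultured group reversed from 1.25 to 0.396. By its construction this test asks for a larger change at high copy numbers, and 94.1% of the calls it made between TD and TH and 70.5% of those between FD and FH were tags missing from a library. How much the plants vary was not measured.

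The directions of the calls depended on the scaling. TMM factors moved the share of higher tags from 61.1% to 48.3% between TD and TH and from 51.9% to 44.6% between FD and FH. Removing the median log2 ratio at each GC level, which also centres the ratios, moved it to 45.2% and 36.8%.

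The share of common tags with the larger absolute log2 ratio in the field grown group was 57.7%. It was 55.6% under the assumed coefficient of variation, over the 18 tags left, 62.1% after merging at any ratio and 64.4% over tags present in all 4 libraries. Over all common tags it was above 50% under every alternative run, but under the assumed coefficient of variation its interval, 30.8% to 78.5%, includes 50%.

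For the copy number classes, merging tags 1 base from a tag with at least 20 times their copies moved all 4 means over the libraries, by removing rare tags: the share of the total held by tags over 100 copies from 59.4% to 64.3%, their share of the distinct tags from 3.62% to 4.83%, the share of the total held by tags of 2 to 5 copies from 7.37% to 5.47%, and their share of the distinct tags from 60.4% to 56.3%. Thinning and the bound of at least 100 copies moved none of them by more than the spread between libraries.

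In the fit over all 4 libraries, edgeR called 0 tags in the reported setting (1334 at an unadjusted p of 0.05), without the growth term, with at least 10 copies over the 4 libraries, after both kinds of merging and without each library in turn (lowest 0, highest 0). With 3 libraries the growth term cannot be kept, so the fits without a library compare diseased with healthy alone. These zeros do not show stability, since the fit also recovered 0% of simulated 8-fold changes at its own variation of 0.633. DESeq2 called 27. The cause of that difference was not tested. The growth term pairs the libraries of a growth group. No paired analysis within a growth group was possible because each condition has 1 library.

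The tags found in both diseased and neither healthy library numbered 834 with at least 5 copies and 39 with at least 20, as the minimum decides how many are counted, and the primer search gave 1 tag at each length. The 14 named tags have 25 comparisons past the thresholds. Over their alternatives, 197 values stayed past them, 26 kept their direction and fell below them, and none reversed. Most of the losses were under the assumed coefficient of variation. TMM factors brought CATGGTCACAGCAGCAGCAGC in the field grown group to 0.91 and CATGTTCAAACTAATGAAATA in the tissue cultured group to 0.79, and removal of the GC trend brought the latter to 0.56. The comparison of counts per gene, with its alternatives on strand and CATG site, was not run, since no transcript sequences were used.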

Differences from the paper's values

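For the measures that could be set beside the paper's, none of the values differed by more than 1.5 times, nor did the log2 ratios of Unigene62803 by more than their counting error in the reported setting. With TMM factors its ratio in the tissue cultured group was -1.32, and with the GC trend removed it was -1.24, against the paper's -1.04, which in both cases is more than the counting error. The second of these settings was chosen after the data were seen.

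The clean tag totals are placed otherwise in the paper. The paper's Table 2 gives 3287059 clean tags of 150356 distinct sequences for TH, where the library labelled TH holds 3476593 of 135500, and it gives 3493642 of 147844 for TD, where the library labelled TD holds 3465097 of 154300. For FH and FD the paper gives the totals of the libraries labelled TH and TD. Each of the paper's pairs of totals is found exactly in 1 library, of the same disease state and the other growth group.

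The paper states that expression changes were often bigger in the field grown group. By the tags called in both groups this held for 57.7% of them, but the median absolute log2 ratio over all called tags was 2.61 in the field grown and 2.80 in the tissue cultured group. Over the called tags present in all 4 libraries, a restriction chosen after the values were seen that leaves 6811 in the field grown and 3956 in the tissue cultured group, it was 2.13 and 1.76. The field grown group also had the larger median after merging tags 1 base apart at any ratio, 2.58 against 2.48, and under the assumed coefficient of variation of 0.4, 5.38 against 5.03. The first of these was chosen after the data were seen. With missing tags entered at 5 copies, also chosen after, it was 2.23 against 2.32 in tissue culture, and under the other alternatives the tissue cultured group kept the larger median.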

Other observations

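The tests in this part were all chosen after the results were seen. Tests for the number of calls replaced earlier ones whose criterion could not be met at the ratio found.

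The totals of each library stand in the paper's Table 2 under the other growth group, so it was tested whether the library labels are exchanged. In the paper's Table 4, 19 log2 ratios have a size of at least 7, which can arise where a unigene is missing from 1 library and a small TPM, here taken as 0.01, is entered for it. Such a ratio has to come from a whole number of copies over the total of the other library. With the totals as labelled, all 19 were reached to 2 decimals by a whole number of copies, when the TPM was first rounded to 2 decimals. With the totals of the other growth group 4 were reached, and among 1000 sets of ratios shifted at random by up to 0.15 the mean was 6.22 and the highest 12. The ratios of Table 4 thus argue against exchanged labels, and leave an exchange of columns in Table 2 open.

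The field grown comparison called 1.25 times as many tags as the tissue cultured one. Differences in depth are argued against as the cause, since the ratio was 1.30 after thinning to the smallest library, as are a few abundant tags, with 1.28 under TMM factors, and a GC trend, with 1.26 after its removal. Sequence variants of 1 base within a tag would have to add calls in the field grown group, but the ratio rose to 1.66 when tags 1 base apart were merged. The growth condition and the difference between the pooled plants, other sequence variants included, remain, and cannot be separated with 1 library per condition.

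The 10 most abundant tags held a smaller share of the clean tags in the diseased than in the healthy library of each group, 5.21% against 15.0% in tissue culture and 3.74% against 9.58% in the field. CATGCACACTTGGAATTTAAG alone fell from 34722 to 4673 TPM and from 20744 to 2218 TPM.

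The GC content of a tag was weakly related to its log2 ratio, with Spearman's rho of -0.11 over 35011 tags between TD and TH and -0.13 over 37040 tags between FD and FH. These are correlations across tags, which are not independent replicates. Over the GC levels from 3 to 10 of 17 bases, the median log2 ratio spanned 0.35 and 0.46.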
